# Fbxw11 impairs the repopulation capacity of hematopoietic stem/progenitor cells

**DOI:** 10.1186/s13287-022-02926-9

**Published:** 2022-06-11

**Authors:** Lina Wang, Yongjun Piao, Dongyue Zhang, Wenli Feng, Chenchen Wang, Xiaoxi Cui, Qian Ren, Xiaofan Zhu, Guoguang Zheng

**Keywords:** Fbxw11, Hematopoietic stem cell, Hematopoietic progenitor cell, Single-cell RNA sequencing

## Abstract

**Background:**

The ubiquitin–proteasome system plays important roles in maintaining the self-renewal and differentiation of stem and progenitor cells through highly ordered degradation of cellular proteins. Fbxw11, an E3 ligase, participates in many important biological processes by targeting a broad range of proteins. However, its roles in hematopoietic stem/progenitor cells (HSPCs) have not been established.

**Methods:**

In this study, the effects of Fbxw11 on HSPCs were studied in vitro and in vivo by an overexpression strategy. Real-time PCR was performed to detect the expression of Fbxw11 in hematopoietic subpopulations. Colony-forming assays were performed to evaluate the in vitro function of Fbxw11 on HSPCs. Hoechst 33342 and Ki67 staining was performed to determine the cell-cycle distribution of HSPCs. Competitive transplantation experiments were used to evaluate the effect of Fbxw11 on the reconstitution potential of HSPCs. Single-cell RNA sequencing (scRNA-seq) was employed to reveal the transcriptomic alterations in HSPCs.

**Results:**

The expression of Fbxw11 was higher in Lin^−^c-Kit^+^Sca-1^+^ (LSK) cells and myeloid progenitors than in lymphoid progenitors. Fbxw11 played negative roles in colony-forming and quiescence maintenance of HSPCs in vitro. Furthermore, serial competitive transplantation experiments revealed that Fbxw11 impaired the repopulation capacity of HSPCs. The proportion of granulocytes (Gr-1^+^CD11b^+^) in the differentiated mature cells was significantly higher than that in the control group, T cells and B cells were lower. Moreover, scRNA-seq revealed seven cell clusters in HSPCs. In addition, Fbxw11 downregulated the expression of *Cebpa*, *Myc* and *Arid5b*, which are significant regulators of HSPC activity, in most cell clusters.

**Conclusion:**

Our data demonstrate that Fbxw11 plays a negative role in the maintenance of HSPCs in vitro and repopulation capacity in vivo*.* Our data also provide valuable transcriptome references for HSPCs in homeostasis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-02926-9.

## Introduction

Self-renewal and differentiation are two essential functions of hematopoietic stem cells (HSCs) to maintain the homeostasis of the entire hematopoietic system under physiologic and pathologic conditions [1]. These two functions are well balanced by sophisticated mechanisms [2, 3], and breaking the balance results in blood diseases [4, 5]. The ubiquitin–proteasome system (UPS), which controls the degradation of proteins with a short half-time, is a key player in maintaining the balance and is involved in normal and malignant hematopoiesis [6]. F-box family proteins, which are further divided into Fbxw, Fbxl and Fbxo subfamilies based on protein structure, determine the specificity of UPS degradation by identifying a specific spectrum of target proteins for ubiquitination [7]. F-box family proteins are widely involved in hematopoietic regulation, and their abnormal expression or dysfunction results in deteriorations in hematopoietic homeostasis and even malignancies [8]. Fbxw7 maintains HSC quiescence to preserve self-renewal potential in normal hematopoiesis [9]. Fbxw7, Fbxl2, Fbxl10 and SKP2 regulate the proliferation of leukemia cells through the ubiquitination pathway [10–12]. Loss-of-function mutations of *Fbxw7* are involved in both leukemogenesis and leukemic progression by affecting the ubiquitination and half-life of c-Myc protein, which is essential for the maintenance of HSC quiescence [13, 14]. Deletions or loss-of-function mutations of *Fbxo11* contribute to the pathogenesis of diffuse large B-cell lymphomas [15]. However, the roles of F-box proteins in hematopoiesis are not fully understood.

Fbxw11 participates in many important biological processes, including proliferation, differentiation, development and metabolism, by targeting a broad range of substrates for degradation [16, 17]. Fbxw11 is involved in cell proliferation by modulating the activities of cycle-related transcription factors and regulators. However, the effects of Fbxw11 on cell proliferation, either stimulatory or inhibitory, seem to be cell type dependent since the substrates of Fbxw11 cover both cell cycle activator and suppressors. In our previous studies, Fbxw11 is upregulated in acute lymphocytic leukemia, and high level of Fbxw11 expression promotes the proliferation of leukemia cells [18]. Cell cycle regulation is very important for HSCs to maintain self-renewal and engraftment potential. Hence, how Fbxw11 impacts the proliferation, repopulation and self-maintenance of normal HSPCs is of interest. Furthermore, HSPCs are heterogeneous and can be divided into functionally hierarchical subpopulations [19]. Recent evidence defined HSPC subpopulations by their transcriptomic landscapes and revealed the diversity among them at single-cell resolution [20–23]. However, how Fbxw11 affects HSPC subpopulations at single-cell resolution has not been elucidated.

In the present study, the in vitro and in vivo effects of Fbxw11 on HSPCs were studied by overexpressing Fbxw11 in HSPCs. Furthermore, single-cell RNA sequencing (scRNA-seq) was employed to explore the transcriptomic heterogeneity of HSPCs and gene expression profiling alterations by Fbxw11 at the single-cell level. This work contributes to the comprehensive understanding of the effects of Fbxw11 on hematopoietic regulation and provides valuable transcriptome references for HSPCs in homeostasis.

## Materials and methods

### Mice

Seven- to eight-week-old female B6.SJL (CD45.1) and C57BL/6 (CD45.2) congenic mice were provided by the Animal Centre of the Institute of Hematology and Blood Diseases Hospital, CAMS & PUMC, and maintained in an SPF-certified facility. All procedures for animal experiments were approved by the Institutional Animal Care and Use Committee at the institute.

### Vectors

The retroviral vector pMSCV-PGK-GFP was previously used in our laboratory [24, 25]. The recombinant vectors were constructed by inserting murine Fbxw11 variants into pMSCV-PGK-GFP. The blank vector was used as a control.

### Isolation of cells

Bone marrow (BM) cells were obtained from the tibia and femur of 8-week-old mice. The markers and strategies for the isolation of hematopoietic cells were described previously [25–29]. For Lin^−^c-Kit^+^Sca-1^+^ (LSK) cells, Lin^−^c-kit^+^ (LK) cells, long-term hematopoietic stem cells (LT-HSCs), short-term hematopoietic stem cells (ST-HSCs), multipotent progenitors (MPPs), common myeloid progenitors (CMPs), granulocyte–monocyte progenitors (GMPs), megakaryocyte–erythroid progenitors (MEPs) and common lymphoid progenitors (CLPs), the c-kit^+^ cells were first enriched with microbeads according to the manufacturer’s guidelines (Miltenyi Biotec, Bergisch Gladbach, Germany, 130–091-224). Then, cells were stained with V450-Lin (Ter119, Gr-1, CD11b, B220, CD3, CD4, CD8), PE-Cy7-c-Kit, APC-Sca-1, Percp-Cy5.5-CD34, PE-Flk2, PE-CD16/32 and PE-IL7R antibodies before flow cytometric cell sorting following the strategies shown in Additional file 1: Fig. S1A–B. For granulocytes, macrophages and monocytes, BM cells were stained with Percp-Cy5.5-CD3, Percp-Cy5.5-CD19, BV-421-Gr-1, APC-Cy7-CD11b, PE-CD115 and APC-F4/80 antibodies before flow cytometric cell sorting following the strategies shown in Additional file 1: Fig. S1C–D. For B cells, T cells and NK cells, splenic cells were stained with Percp-Cy5.5-CD3, PE-B220, PE-Cy7-CD4, APC-Cy7-CD8, PE-Cy7-NK1.1 and APC-NKP46 before flow cytometric cell sorting following the strategies shown in Additional file 1: Fig. S1E–F. All antibodies are summarized in Additional file 2: Table S1, and cell staining was performed following standard protocols.

### Retroviral infection

The retroviruses were harvested following standard protocols. Prior to virus infection, LSK or LK cells from C57BL/6 mice were prestimulated for 16 h in StemSpan SFEM (STEMCELL Technologies, Vancouver, BC, Canada) supplemented with 100 U/ml penicillin, 100 mg/ml streptomycin, 100 ng/ml SCF, 20 ng/ml TPO, 10 ng/ml IL-3 and 10 ng/ml IL-6. (All cytokines were purchased from PeproTech, Rocky Hill, NJ.) Then, the cells were infected twice in 2 ml of virus stock containing 8 µg/ml polybrene at one-day intervals. After sorting by flow cytometry, GFP^+^ LSK cells were named LSK-Fbxw11c, LSK-Fbxw11d and LSK-Con.

### Flow cytometric analysis and cell sorting

Cells were resuspended for FACS analysis using a FACS Canto II or sorting using a FACS ARIA III (BD Biosciences, San Jose, CA) following standard protocols. The FACS data were analyzed using FlowJo software or BD FACS Diva Software.

### Colony-forming assay

GFP^+^ cells were sorted 48 h after LSK cells were infected with recombinant or control retrovirus. Five hundred GFP^+^ cells were plated in each well in MethoCult GF M3434 medium (Stem Cell Technologies, Vancouver, BC, Canada) and cultured for 10 days according to the manufacturer’s instructions. Colonies were counted under a microscope.

### Homing assay

GFP^+^ cells were sorted 48 h after LK cells were infected with recombinant or control retrovirus. GFP^+^ cells (1 × 10^6^) were transplanted into lethally irradiated (9.5 Gy) recipient mice (CD45.2). After 16 h, the recipient mice were killed, and the BM GFP^+^ donor cells were analyzed by FACS.

### Competitive transplantation assay

GFP^+^ LSK cells were sorted 48 h after LSK were infected with recombinant or control retrovirus. In the first round of transplantation, 1 × 10^4^ GFP^+^ LSK cells (CD45.1^+^) were transplanted with 2 × 10^5^ competitor cells (CD45.2^+^ BM cells) into lethally irradiated recipients (CD45.2). The percentage of GFP^+^ cells in the peripheral blood (PB) was monitored monthly by FACS for 5 months. The mice were killed, and BM cells were collected. The percentage of different lineages in GFP^+^ cells was assessed by FACS. In the second round of transplantation, 2 × 10^5^ GFP^+^ cells from the first round of recipients (CD45.1^+^) were transplanted with 2 × 10^5^ competitor cells (CD45.2^+^) into lethally irradiated female recipients (CD45.2^+^).

### Cell cycle analysis

The cell cycle of GFP^+^ LSK cells was analyzed 48 h after LSK cells were infected with recombinant or control retrovirus. Briefly, cells were first stained with V450-Lineage, PE-Cy7-c-kit and APC-Sca-1. Then, cells were treated with Cytofix/Cytoperm buffer followed by Perm/Wash buffer (BD Pharmingen) and stained with PE-Ki-67. Finally, cells were resuspended in staining buffer with Hoechst 33342 (Sigma) before analysis by FACS following standard protocols.

### Real-time RT-PCR

Total RNA was extracted from GFP^+^ LSK cells that had been infected with recombinant or control retrovirus using TRIzol Reagent (ThermoFisher, Carlsbad, CA, USA). cDNA was synthesized using M-MLV reverse transcriptase (Thermo Fisher) according to the manufacturer’s instructions. Real-time PCR was performed using an ABI Q5 Sequence Detector System (Applied Biosystems, Foster City, CA). The relative level of target genes was calculated using the ^ΔΔ^Ct method. The sequences of all primers are listed in Additional file 3: Table S2.

### Western Blot

Total protein was extracted from LSK-Fbxw11c, LSK-Fbxw11d and LSK-Con using lysis buffer (Cell Signaling Technology, Danvers, MA) supplemented with protease inhibitors 72 h after retroviral infection. Proteins were separated by 10% SDS–polyacrylamide gel electrophoresis and transfer to polyvinylidene difluoride (PVDF) membrane. PVDF membranes were incubated with diluted primary antibodies (1:1000 for Fbxw11; ab188511, Abcam, Cambridge, UK) and 1:5000 for glyceraldehyde 3-phosphate dehydrogenase (GAPDH; 97166, Cell Signaling, Danvers, MA) in TBST buffer containing 5% milk at 4℃ overnight. ChemiDoc^™^ imaging system (Bio-Rad) was used for chemiluminescent visualization of proteins after incubating with secondary antibodies. Results were quantified by gray value analysis (Image J).

### 10× Genomics single-cell RNA sequencing (scRNA-seq)

GFP^+^ LSK cells were collected 48 h after LSK were infected with recombinant or control retrovirus. Cell viability was assessed by an TC10 automated cell counter (Bio-Rad). Then, the library preparation procedures were performed according to the instructions of the manufacturer of the Chromium Single Cell 3′ Reagent Kit v2. (10X Genomics, Inc). The libraries were quantified and sequenced via Illumina NextSeq 550 at Novogene Co., Ltd., Beijing, China. The RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE160643.

### scRNA-seq-based data analysis

The quality of paired-end raw reads was checked with FastQC, and the low-quality reads, adapter sequences and reads that could not form pairs were removed using Trimmomatic [30]. Cell Ranger software (version 3.1.0, 10X Genomics) was then used to process alignment, barcode and UMI counting. The cleaned reads were mapped to the UCSC mouse reference genome (mm10) using the STAR [31] program that was included in the Cell Ranger pipeline, and the reads were separated into exonic (overlap with an exon > 50%), intronic (non-exonic and overlap with an intron) and intergenic reads based on the transcript annotation GTF (GRCm38 Ensembl 84). The exonic locus was prioritized when the reads were aligned to multiple loci. The exonic reads were further aligned to the annotated transcripts, and the reads that were uniquely mapped to the transcriptome were used for UMI counting to generate a gene-barcode matrix. Downstream data analysis was performed with the filtered gene-barcode matrix using the Seurat (version 3.0) R package [32]. Low-quality cells or empty droplets that had fewer than 500 genes and genes that were expressed in fewer than 3 cells were excluded, and 2000 highly variable genes identified using local polynomial regression were selected for the next step. Next, a linear transformation was used to scale the expression of each gene, and principal component analysis was performed on scaled data for dimension reduction. The number of statistically significant principal components was determined by ElbowPlot. A K-nearest neighbor graph was constructed based on Euclidean distance in reduced dimension space, and the Louvain algorithm with the resolution parameter 0.4 was applied to identify different clusters. The *t*-distributed stochastic neighbor embedding (t-SNE) was used to visualize the clusters. Differential expression analysis was performed using a Wilcoxon rank sum test to identify cluster-specific markers, and the differentially expressed genes (DEGs) were reported if the adjusted *p* value was < 0.05 and the log fold change was greater than 0.25. The scaled expression levels of markers across different clusters are displayed in a heatmap.

Monocle2 [33] was used to perform single-cell trajectory analysis. The Seurat object was converted into Monocle2 object followed by the calculation of normalization factor and dispersion. Then, DEGs were calculated and we selected DEGs with *q*-value < 0.01 for dimension reduction. Finally, we ordered the cells and got the pseudotime trajectory.

### Statistical analysis

All quantitative data are presented as the means ± SD. A *t* test was used to compare two sets of quantitative data. One-way analysis of variance (ANOVA) followed by Dunnett’s post hoc multiple comparison test was used for univariate comparisons among multiple sets. Two-way ANOVA followed by Bonferroni’s post hoc test was also used to analyze multiple factors. Data were analyzed using GraphPad Prism software. Two-sided *p* values < 0.05 were considered statistically significant.

## Results

### Distribution of Fbxw11 in hematopoietic cell populations

The hematopoietic cell populations were sorted by FACS following the strategies shown in Additional file 1: Fig. S1. The expression of Fbxw11 (covering all isoforms) in HSPC subpopulations, including LT-HSCs, ST-HSCs, LSK cells, MPPs, CMPs, GMPs, MEPs and CLPs, was first studied by quantitative real-time PCR. The expression of Fbxw11 was lower in purified murine LT-HSCs than in total BM samples. However, higher levels of Fbxw11 expression were observed in purified ST-HSCs, LSK cells, MPPs, CMPs, GMPs and MEPs, especially in GMPs, than in BM samples. Among the committed progenitors, Fbxw11 was expressed at higher levels in MPPs, GMPs and MEPs than in CLPs (Fig. 1A). Then, the expression of Fbxw11 in mature blood cells was examined. The results showed that higher levels were observed in macrophages and NK cells, whereas lower levels were detected in CD4 T cells (Fig. 1B). Collectively, the results show that Fbxw11 is differentially expressed among HSPC subpopulations, which suggests that Fbxw11 may play different roles among HSPC subpopulations.

**Fig. 1:**
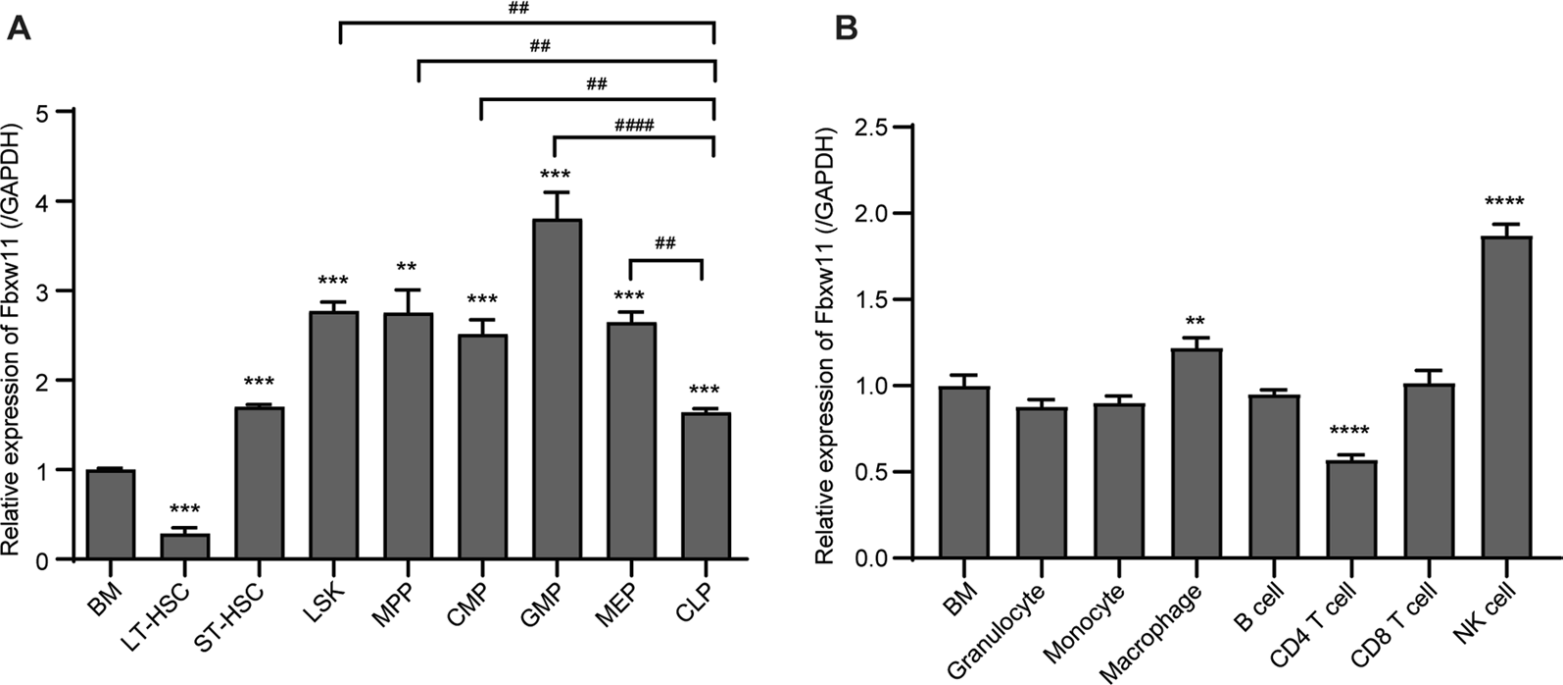
The expression of Fbxw11 in hematopoietic cells. **A** The relative expression of Fbxw11 to GAPDH in sorted LT-HSCs and ST-HSCs. LSK, MPPs, CMPs, GMPs, MEPs, CLPs and whole BM cells of C57BL/6 mice were studied by quantitative real-time PCR. **B** The expression of Fbxw11 in mature blood cells was studied by quantitative real-time PCR. The results were obtained from three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001

### Fbxw11 plays a negative role in the maintenance of HSPCs in vitro

Although Fbxw11 is expressed as three transcript variants in humans and four variants in mice through alternative splicing [34, 35], only *Fbxw11c* and *Fbxw11d* were expressed mouse BM samples [18]. Therefore, LSK cells were transfected with recombinant retroviruses carrying Fbxw11c and Fbxw11d, respectively. High-level expression of Fbxw11 in LSK-Fbxw11c and LSK-Fbxw11d was verified by real-time RT-PCR and Western Blot (Fig. 2A, B). Colony-forming assays were performed to evaluate the in vitro function of LSK-Fbxw11c and LSK-Fbxw11d cells. Fbxw11 variants decreased the number of total colonies as well as GM, G and M colonies, indicating that Fbxw11 impaired the colony-forming ability of LSKs in vitro (Fig. 2C). However, the inhibition degrees varied among different kinds of colonies. An increase in the proportion of CFU-GM colonies in total colonies was observed (Fig. 2D). Analysis of GMPs 48 h after LSK cells were infected with retroviruses also demonstrated that Fbxw11 variants increased the percentage of GMPs (Fig. 2E). In order to know whether the in vitro impaired the maintenance of HSPCs by Fbxw11 variants was associated with changes in cell quiescence, a fundamental characteristic of stem cells, Ki-67 and Hoechst 33342 staining experiments were performed. The results demonstrated that the percentage of G0 stage cells (Ki-67^−^) was lower in LSK-Fbxw11c or LSK-Fbxw11d than in LSK-Con, suggesting that Fbxw11 promoted HSPCs to exit the quiescent state (Fig. 2F). Furthermore, the expression of stem cell homeostasis and proliferation-associated genes was evaluated. Interestingly, the expression levels of *HoxA5, Hoxbl3, Myc, Oct4, Sox2* and *Tim1* were significantly decreased in LSK-Fbxw11c and LSK-Fbxw11d (Fig. 2G). By contrast, upregulation of *CyclinD3*, which plays positive roles in proliferation, and downregulation of *Cdkn1c*, which plays negative roles in proliferation, were detected in LSK-Fbxw11c and LSK-Fbxw11d (Fig. 2H). These studies suggest that Fbxw11 may play a negative role in the maintenance of HSPCs in vitro, which may be associated with decreased quiescence of HSPCs.

**Fig. 2:**
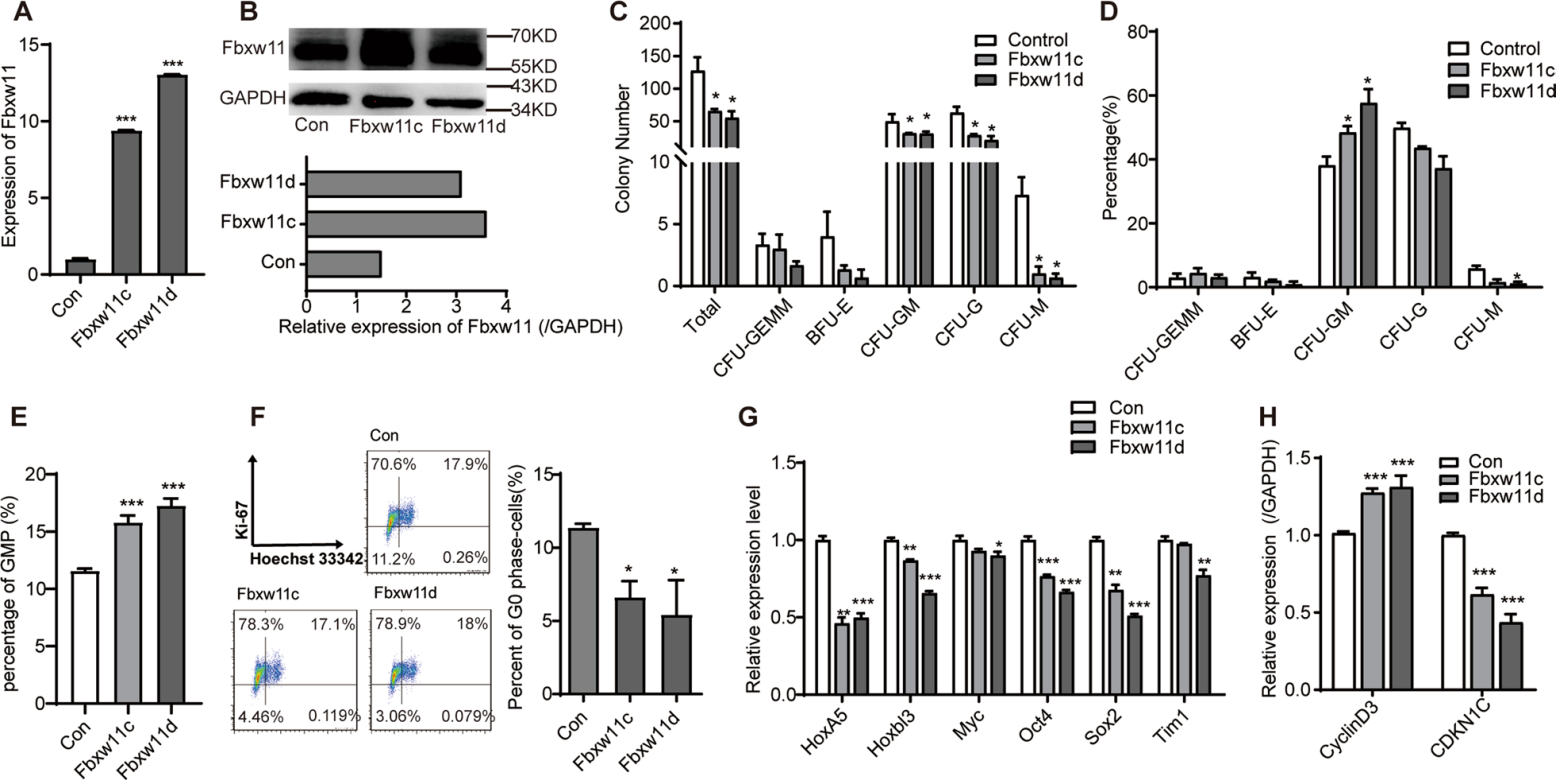
Fbxw11 plays a negative role in the maintenance of HSPCs in vitro. **A**, **B** LSK cells expressing high levels of Fbxw11 variants were established by retroviral infection and verified by real-time RT-PCR (**A**) and Western Blotting (**B**). **C**, **D** Colony-forming capacity of LSK cells overexpressing Fbxw11 variants was analyzed by colony-forming assays. The numbers of total colonies as well as GEMM, BFU-E, GM, G and M colonies (**C**) and the percentages (**D**) are plotted, *n* = 3. **E** Percentage of GMPs was tested by FACS 48 h after LSK cells were infected with retroviruses. **F** LSK cells overexpressing Fbxw11 variants were stained with Ki-67 and Hoechst 33342. Typical FACS results and the columns of the percentage of G0 phase LSK cells (bottom left quadrant) are shown, *n* = 3. **G**–**H** The expression of stem cell homeostasis-associated genes (**G**) and proliferation-associated genes (**H**) in LSK cells overexpressing Fbxw11 variants was studied by quantitative real-time PCR, *n* = 3. Data are presented as mean ± SEM, three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001

### Fbxw11 reduces the in vivo repopulating capacity of HSPCs at steady state

Competitive transplantation experiments were used to evaluate the effect of Fbxw11 on the reconstitution potential of HSPCs. The experimental design is shown in Fig. 3A. LK cells were used for the homing assay. The results showed that Fbxw11 variants had little effect on the homing capacity of LK cells (Additional file 1: Fig. S2A). LSK cells were used for a competitive transplantation assay. Fbxw11 variants decreased the repopulation potential of LSK cells one month after transplantation as assessed by the percentage of PB GFP^+^ donor cells in recipient mice (Fig. 3B). The reconstruction potential of LSK cells was further monitored by PB GFP^+^ cells for five months, showing that Fbxw11 variants decreased the engraftment of LSK cells throughout the experimental period (Fig. 3C). The reconstitution levels in the BM and spleen were assessed as GFP^+^ cells five months after transplantation. Lower reconstitution levels were observed in the Fbxw11 groups than in the control group (Fig. 3D). The overall reconstitution status (GFP^+^ cells and competitor cells) was assessed at the 1st, 3rd and 5th month after first-round transplantation, and no significant differences were detected among the three groups (Additional file 1: Fig. S2B–D). GFP^+^ cells from first-round recipients were isolated five months after the first BM transplantation and transplanted into secondary recipients. PB engraftment was monitored for 4 months. Fbxw11 variants significantly decreased long-term reconstitution in the secondary recipients (Fig. 3E). The reconstitution of BM donor-origin LSK cells was analyzed to see the effects of Fbxw11 on HSPCs. As expected, the reconstitution rate of LSK cells in Fbxw11-overexpressing group was significantly lower than the control group (Additional file 1: Fig. S2E). Taken together, these observations suggest that Fbxw11 reduces the repopulating capacity of HSPCs and long-term self-renewal of HSCs in vivo.

**Fig. 3:**
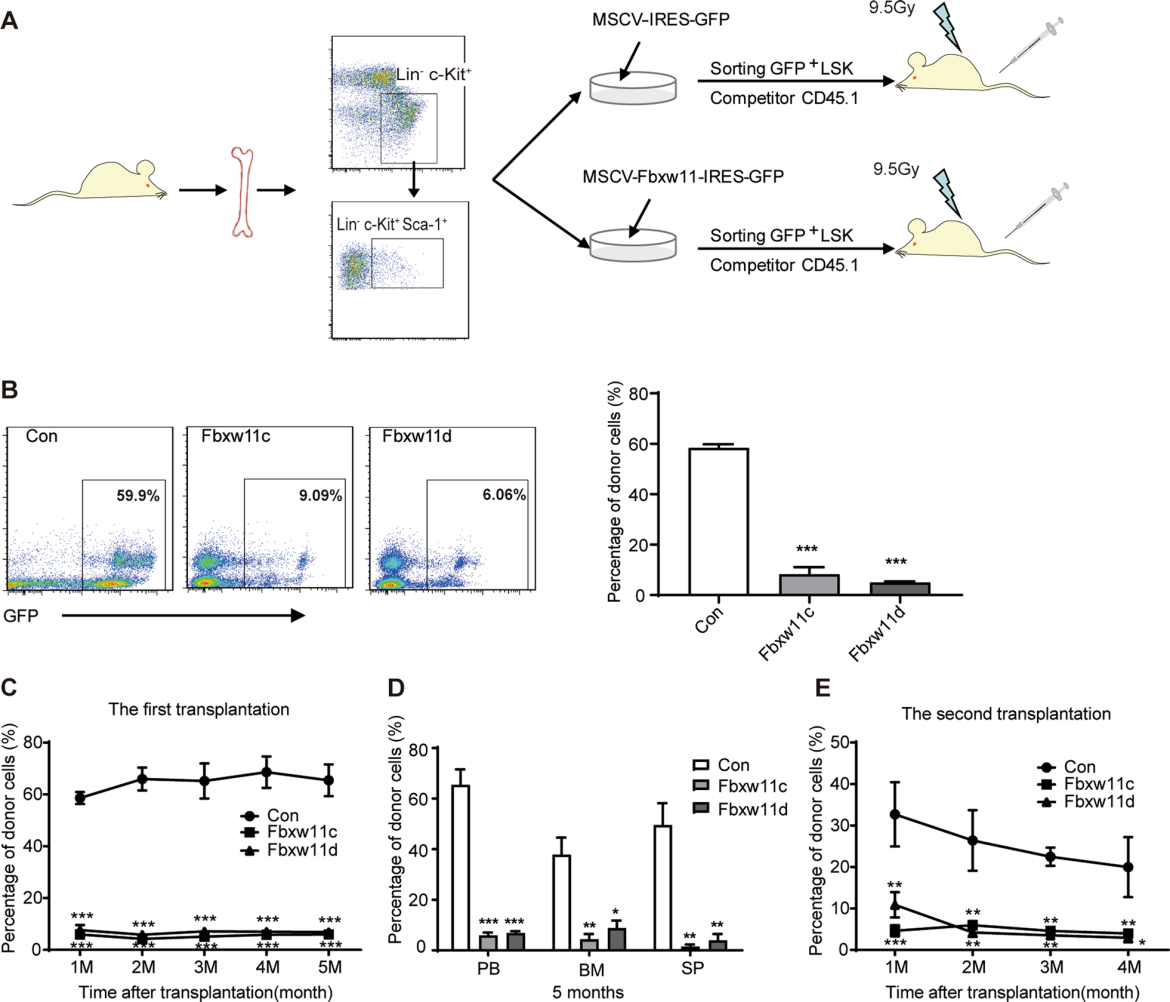
Fbxw11 reduces the in vivo repopulating capacity of HSPCs at steady state. **A** Experimental design of competitive reconstitution experiments. **B** The PB engraftment of GFP^+^ donor cells in recipient mice was detected by FACS one month after transplantation. The typical FACS results are shown (on the left), and the reconstitution efficiency is plotted (on the right), *n* = 5. **C** The PB engraftment of GFP^+^ donor cells in recipient mice was monitored monthly by FACS for 5 months, *n* = 5. **D** Mice were killed five months after first-round transplantation, and the engraftment of GFP^+^ cells in PB, BM and spleen cells was analyzed by FACS, *n* = 5. **E** GFP^+^ cells were sorted from the BM of first-round recipient mice five months after transplantation and transplanted into second-round recipient mice with competitor cells. The PB engraftment of GFP^+^ cells was monitored monthly for 4 months by FACS, *n* = 5. The data are representative of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001

### Effects of Fbxw11 on the proportion of differentiated mature cells after transplantation

Multilineage differentiation is a key biological property of HSCs. The PB GFP^+^ donor cells in the competitive transplantation experiments were further analyzed by lineages one month after first-round transplantation. The percentage of B220^+^ B lymphocytes and CD3^+^ T lymphocytes was lower in the LSK-Fbxw11c or LSK-Fbxw11d group than in the control group (Fig. 4A), whereas the percentage of Gr-1^+^ CD11b^+^ granulocytes was higher in the LSK-Fbxw11c or LSK-Fbxw11d group than in the control group (Fig. 4B). GFP^+^ donor cells from the PB, BM and spleen were also assessed by lineages five months after first-round transplantation. Similar results were obtained (Fig. 4C–E). It was reported that CSF1R, CSF2R and RUNX1 are important regulators of myeloid cells. Upregulation of *Csf1r*, *Csf2r* and *Runx1* was detected in the LSK-Fbxw11c and LSK-Fbxw11d groups (Fig. 4F). Collectively, these data demonstrated that the effects of Fbxw11 on myeloid and lymphoid cells varied and implied that Fbxw11 might play more important roles in myeloid cells than lymphoid cells. Fbxw11d was chosen for further study hereafter since the above results demonstrated little difference between Fbxw11c and Fbxw11d.

**Fig. 4:**
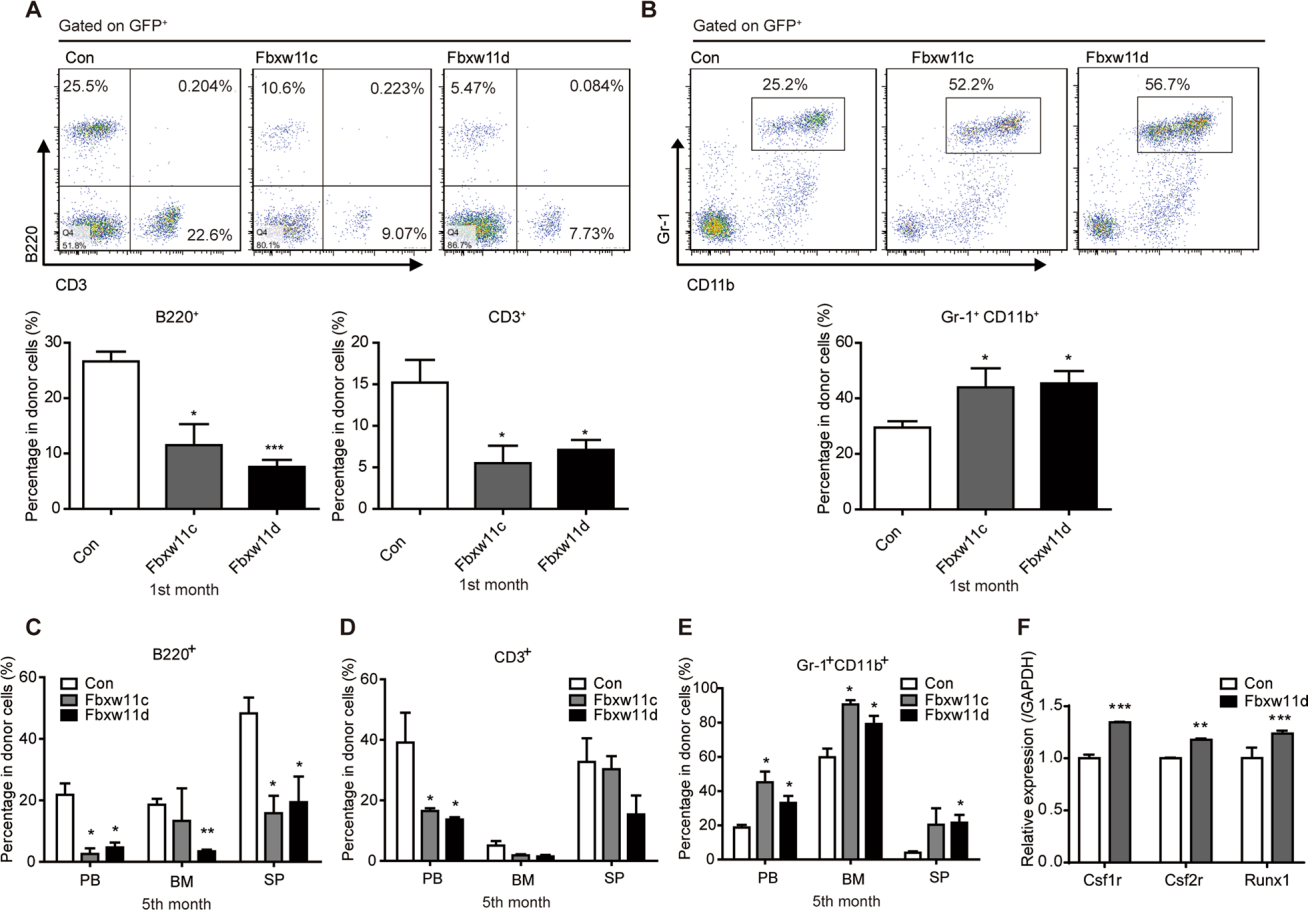
Lineage differentiation of HSPCs by Fbxw11 overexpression. **A**, **B** The lineages of donor-derived PB GFP^+^ cells were analyzed by FACS one month after first-round transplantation. The percentages of B220^+^ B cells, CD3^+^ T cells (**A**) and Gr-1^+^CD11b^+^ granulocytes (**B**) are shown. Typical FACS results (upper) and the percentages (lower) are shown. **C**–**E** The lineages of donor-derived PB GFP^+^ cells were analyzed five months after first-round transplantation. The percentages of B220^+^ B cells (**C**), PB CD3^+^ T cells (**D**) and Gr-1^+^CD11b^+^ granulocytes (**E**) are shown. **F** LSK cells were infected with control or recombinant retrovirus. LSK cells were sorted after 48 h, and the expression of myeloid-associated genes was studied by quantitative real-time PCR. *p < 0.05, **p < 0.01, ***p < 0.001

### Single-cell analysis of the effects of Fbxw11 on heterogeneous HSPC subpopulations

To determine the effects of Fbxw11 on the gene expression profile and composition of normal HSPCs, scRNA-seq was performed using 10× Genomics. 

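LSK cells are mouse bone marrow cells that lack lineage markers and carry c-Kit and Sca-1, a population in which HSPCs are enriched. The experiment comprised 1 library of LSK-Con, infected with the blank vector, and 1 library of LSK-Fbxw11d, infected with the vector carrying Fbxw11d, both collected as GFP-positive cells 48 h after infection. The paper names a retrovirus and a NextSeq sequencer, whereas the sample labels name a lentivirus and a HiSeq sequencer. In this droplet assay, the 3′ end of each captured transcript receives a cell barcode and a unique molecular identifier (UMI), so that a UMI count is a number of captured molecules. According to the methods, reads were trimmed and aligned to mm10, exonic reads that mapped uniquely to the transcriptome were counted with Cell Ranger, and cells with fewer than 500 genes were excluded. The deposited matrix holds raw UMI counts of 15240 genes in 12683 cells from both libraries. The libraries are told apart in it only by a suffix of the barcode, 1 or 2, and neither the paper's text nor the labels tie a suffix to LSK-Con or LSK-Fbxw11d. All cells were therefore analyzed as 1 pool without replicates, and LSK-Con and LSK-Fbxw11d were not compared. Suffix 1 had 168829767 UMIs in 5465 cells and suffix 2 had 187315583 UMIs in 7218 cells, with medians of 29958 and 25000 UMIs per cell. The counts were log-normalized and clustered with Seurat after the methods of the paper, with 2000 variable genes and Louvain resolution 0.4. The number of principal components is not given in the paper's text and was set to 20. No cell was removed as a doublet. The level of a gene in a cluster is the sum of its UMIs over the cells of the cluster, scaled to CPM by the total UMIs of these cells, and its 95% interval is an exact Poisson interval that covers counting error only. A gene that took part in the clustering is bound to differ between clusters. The clustering was therefore repeated with the genes that the paper lists for its clusters left out of the variable genes. The paper found these genes by clustering the same libraries, and genes that vary with them could still take part. Their levels in the new clusters are thus not independent support for the clusters of the paper. Gene identifiers and positions were taken by gene symbol from the GENCODE M21 annotation of GRCm38, the assembly behind mm10.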

As shown in Fig. 5A, LSK-Con and LSK-Fbxw11d were sorted after infection. In total, 5297 LSK-Con cells and 6932 LSK-Fbxw11d cells passed all the quality control filters and were first analyzed using Cell Ranger. These cells (12,229 cells) were put into one group for analyses. The median number of genes per cell was 4169. 

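Over all deposited cells, the median number of genes with at least 1 UMI was 4248, and single cells ranged from 503 to 7244 genes. The median number of UMIs per cell was 27092, with 18313 at the 10th percentile and 40137 at the 90th percentile. The number of genes per cell rises with the number of UMIs. After each cell was thinned at random to 17000 UMIs, which left out 896 shallower cells, the median was 3384 genes. The median share of mitochondrial UMIs was 2.06%.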

Principal component analysis (PCA) and t-SNE revealed significant transcriptional heterogeneity within LSK cells, which were divided into 7 major cell clusters (Fig. 5B). 

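Clustering of the pooled cells gave 8 clusters, named here A to H by size to keep them apart from the numbered clusters of the paper. Clusters A, B and C held 2937, 2829 and 2443 cells, clusters D and E held 1953 and 1771 cells, and clusters F, G and H held 283, 241 and 226 cells. Cluster A was 23.2% of all cells, with an exact binomial 95% interval of 22.4% to 23.9%, and cluster H was 1.78%, with an interval of 1.56% to 2.03%, for counting error only. Every cluster contained cells of both barcode suffixes. Cell cycle scores on cells of equal depth placed 73.3% of cluster B in S phase, and 96.4% of cluster C and 94.1% of cluster E in G2M phase, whereas 67.7% of cluster D was in G1 phase. Cluster A had 56.6% of its cells in S phase and 37.8% in G1 phase. Of the cells of clusters F and G that were deep enough for thinning, 63.2% and 69.1% were in G2M phase. Deep enough were 171 of the 283 cells of cluster F and 230 of the 241 cells of cluster G. The share for cluster F thus leaves out its shallower cells and need not hold for them. The cells of cluster H had a median of 2672.5 UMIs. Its cells of suffix 1 had a median of 0.101 times that of all cells of suffix 1, and its cells of suffix 2 had 0.106 times that of all cells of suffix 2. Cluster H was not given a cell type. The resolution moved the number of clusters most, to 14 at resolution 0.8 and to 6 at resolution 0.2. With the listed genes left out of the variable genes, 7 clusters were found, named here L0 to L6 by size, with 3656, 2904, 2720, 2688, 285, 231 and 199 cells. Of the cells of L1, 95.5% were in cluster A, of L2, 71.4% were in cluster C, and of L3, 69.2% were in cluster D. Cluster E had no counterpart, with 570 of its cells in L0, 547 in L2 and 654 in L3. Levels in L0, L2 and L3 thus include cells of cluster E.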

Trajectory analysis showed that cluster 1 and cluster 0 represented populations of more primitive stem cells, and other clusters were split into two branches which showed the myeloid and lymphoid lineages (Fig. 5C). 

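Monocle2 was not used here, and cells were ordered by diffusion pseudotime, which measures the distance of a cell from a root cell along a neighborhood graph. The graph was built on 20 principal components with 20 neighbors, and the root was the cell with the highest mean scaled expression of 11 HSC genes fixed in advance. Cluster A had the lowest median pseudotime, 0.0811, with quartiles of 0.0727 and 0.0931. The cluster with the next lowest median was C with 0.0852, and their ranges between quartiles overlapped. Clusters G, B, F, E, D and H followed with medians of 0.114, 0.124, 0.157, 0.158, 0.197 and 0.342. Because the root was chosen by HSC genes, the order does not test by itself which cluster is the most primitive. With 10 principal components, cluster C came first with 0.168 and cluster A second with 0.214. With the root set by the genes listed for cluster 1 of the paper, cluster A had 0.130, and clusters C and B had 0.194 and 0.195. The mean levels of the granulocyte-monocyte progenitor list and of the lymphoid progenitor list were highest in different clusters, although Irf8 of the first list was highest in cluster F, with 92.4 CPM against 92.0 CPM in cluster D, and in L6 with the listed genes left out of the clustering. Of 14 granulocyte-monocyte progenitor genes, 8 had their highest CPM in cluster D, and their mean log2 level relative to the mean of the clusters was 2.11 in cluster D and 1.61 in cluster E. Over both suffixes, all 8 lymphoid progenitor genes found in the matrix had their highest CPM in cluster F, where their mean log2 level was 2.94, and in suffix 1 alone Cd79a was highest in cluster H. With the listed genes left out of the clustering, 12 of the 14 granulocyte-monocyte progenitor genes were highest in L3 and the 8 lymphoid progenitor genes in L6. Only genes that the paper lists for its clusters were left out, so the lymphoid progenitor genes and most of the granulocyte-monocyte progenitor genes could still take part in this clustering, and it does not free their levels from the choice of genes. The HSC list had mean log2 levels of 0.90 in cluster A and 0.78 in cluster G. With the listed genes left out, it had 0.83 in L4, where 6 of its 11 genes were highest, and 0.81 in L1, and L4 also led for the megakaryocyte list and the mast cell and basophil list. From the trajectory, the paper concludes that clusters 1 and 0 were more primitive and that the other clusters formed a myeloid and a lymphoid branch.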

The heatmap of cluster-specific genes (top 10 DEGs for cluster 0 to cluster 3) in different clusters is shown in Fig. 5D. Their expression is also shown as a violin plot (Additional file 1: Fig. S3).

**Fig. 5:**
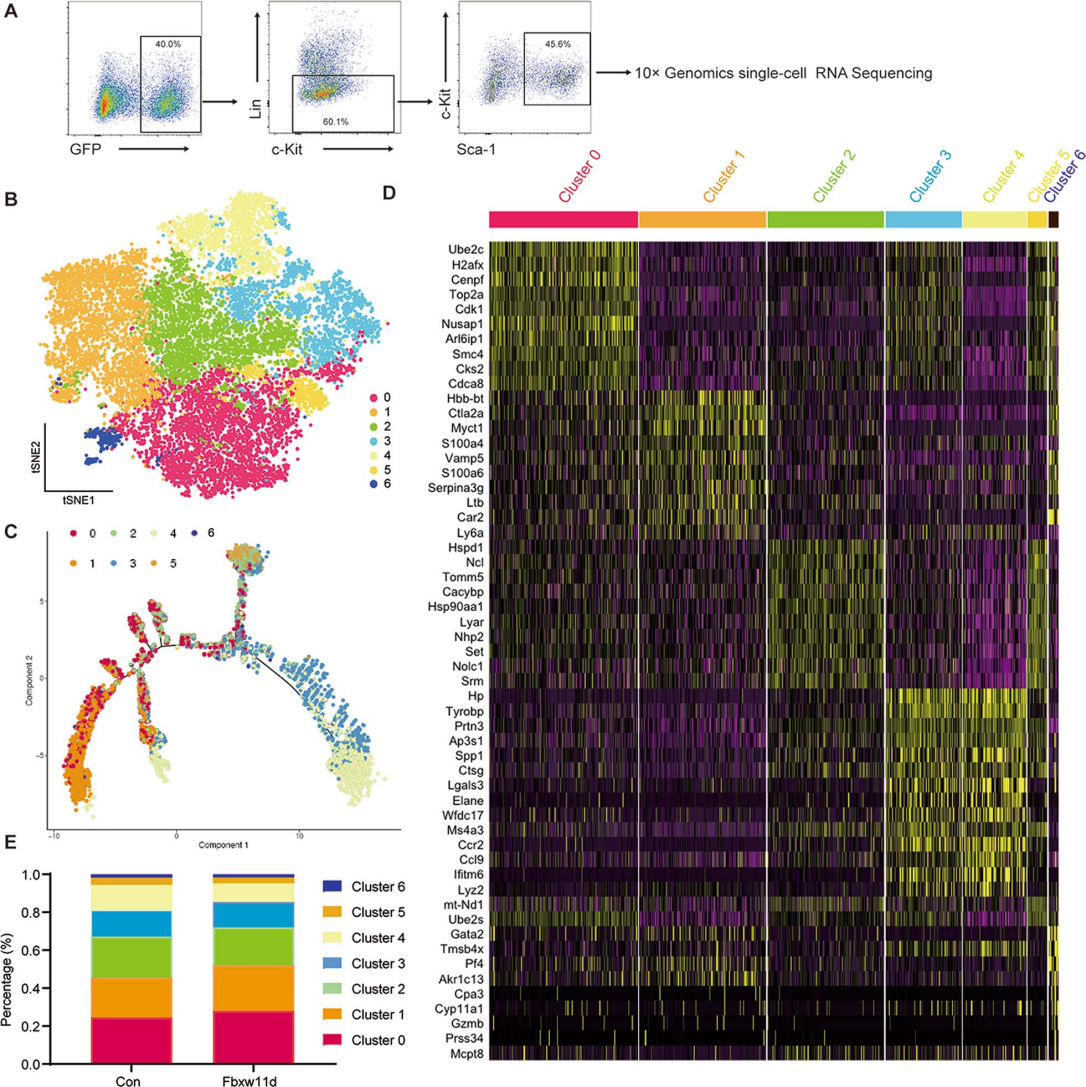
The effects of Fbxw11 on heterogeneous HSPC subpopulations at single-cell resolution. **A** Gating strategy for cell sorting. HSPCs were defined as live, GFP^+^Lin^–^c-Kit^+^Sca-1^+^ (LSK) cells. **B** In total, 12,229 successfully profiled LSK single cells (5297 LSK-Con and 6932 LSK-Fbxw11d) underwent *t*-SNE analysis. **C** Pseudotime analysis applied to the t-SNE/Seurat clusters defining their developmental relationship. **D** Heatmap shows scaled expression (log TPM values) of cluster-specific gene sets of each cluster in all clusters. AUC cutoff ≥ 0.85. For cluster 0 to cluster 3, only the top 10 cluster-specific genes are shown. **E** The distribution of each cluster in LSK-Con and LSK-Fbxw11d is shown

To unravel which established HSPC populations corresponded to these cell clusters, two published scRNA-seq datasets were used as references [21, 22]. Population-specific genes of different transcriptionally defined HSPC populations, *i.e.,* tHSC1 to tHSC3 and tMPP1 to tMPP5, were obtained [21, 22], and the expression of the population-specific genes in 7 cell clusters is shown in heatmaps (Additional file 1: Fig. S4). Cluster 1 corresponded to primitive HSCs since they expressed higher levels of tHSC1- and tHSC2-specific genes. Furthermore, among the top ten specific genes of cell cluster 1, *Myct1* and *Ly6a* were tHSC1-specific genes, and *Ltb* was a tHSC2-specific gene [22]. In addition, expression of the top ten specific genes of cell cluster 1 was also analyzed by the published Web tool (http://blood.stemcells.cam.ac.uk/single_cell_atlas.html) [21]. 

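Of the clusters found here, A had the highest mean log2 level of the 10 genes listed for cluster 1 of the paper, 1.02 above the mean of the clusters, and G followed with 0.82. Myct1 (ENSMUSG00000046916, chromosome 10, 5593775 to 5606904) had 96.5 CPM in cluster A (95% interval 94.2 to 98.9), 91.8 CPM in cluster G (85.0 to 98.9) and 70.1 CPM in cluster C (68.2 to 72.1). Counting error alone thus did not separate clusters A and G for Myct1. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), which encodes Sca-1, the antigen used for the sort, was highest in cluster F with 1336 CPM (1306 to 1367), above 933 CPM in cluster H, 900.5 CPM in cluster D and 789 CPM in cluster A (783 to 796). Ltb (ENSMUSG00000024399, chromosome 17, 35194439 to 35196320) was also highest in cluster F, with 149 CPM (139 to 159), and had 106 CPM (103 to 109) in cluster A. The level of Ltb differed between the barcode suffixes, with 51.4 CPM in suffix 1 and 67.2 CPM in suffix 2 over all cells. Ly6a differed too, and was higher in suffix 1 in clusters A to F and lower there in clusters G and H. It had 921 CPM in suffix 1 and 688 CPM in suffix 2 in cluster A, and 1037 and 738 CPM in cluster D. In cluster H, Ly6a had 704 and 1082 CPM, so that cluster H was above clusters D and A in suffix 2 only. Serpina3g (ENSMUSG00000041481, chromosome 12, 104236245 to 104241939) was highest in cluster G with 378 CPM (364 to 392), above 315 CPM (311 to 319) in cluster A. Within each suffix, the same cluster was highest for each of these 4 genes. With the listed genes left out of the clustering, L1 had the highest mean level of the list, and Myct1 had 96.4 CPM in L1 and 96.8 CPM in L4. From the higher levels of tHSC1- and tHSC2-specific genes, the paper concludes that its cluster 1 corresponded to primitive HSCs. The tHSC1 and tHSC2 gene sets were not used here.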

Three genes, *i.e., Ltb*, *Myct1* and *Serpina3g*, were mainly expressed in more primitive HSCs, including LT-HSCs (Additional file 1: Fig. S5). It is worth noting that cluster 1 cells expressed high levels of *Hbb-bt*, *Ctla2a*, *S100a4*, *Vamp5*, *S100a6* and *Car2*, which did not appear in the population-specific genes tHSC1, tHSC1 [21, 22] or LT-HSC [21]. 

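Hbb-bt (ENSMUSG00000073940, chromosome 7, 103812524 to 103813996) had 868 CPM in cluster A (95% interval 861 to 875) and 675 CPM in cluster C (669 to 681). It has a near-identical copy, Hbb-bs, and with uniquely mapped reads alone its level is uncertain. Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625) had 625 CPM in cluster A (619 to 631) and 608 CPM in cluster G (591 to 626). In suffix 2, Ctla2a was highest in cluster H, the cluster with few UMIs per cell. S100a4 (ENSMUSG00000001020, chromosome 3, 90603771 to 90606045) had 1003 CPM in cluster A (996 to 1011) and 909 CPM in cluster F (884 to 934). Vamp5 (ENSMUSG00000073002, chromosome 6, 72368794 to 72380468), S100a6 (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) and Car2 (ENSMUSG00000027562, chromosome 3, 14886273 to 14900770) were highest in cluster G, with 301, 967 and 272 CPM, and had 201, 532 and 107 CPM in cluster A. Over all 10 genes listed for cluster 1 of the paper, 4 were highest in cluster A. With the listed genes left out of the clustering, 1 of the 10, Hbb-bt, was highest in L1, with 881 CPM. The area under the receiver operating characteristic curve (AUC) of a gene for its highest cluster against all other cells was at most 0.848 among these 10 genes, the value of Ctla2a.

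**Figure D1:**
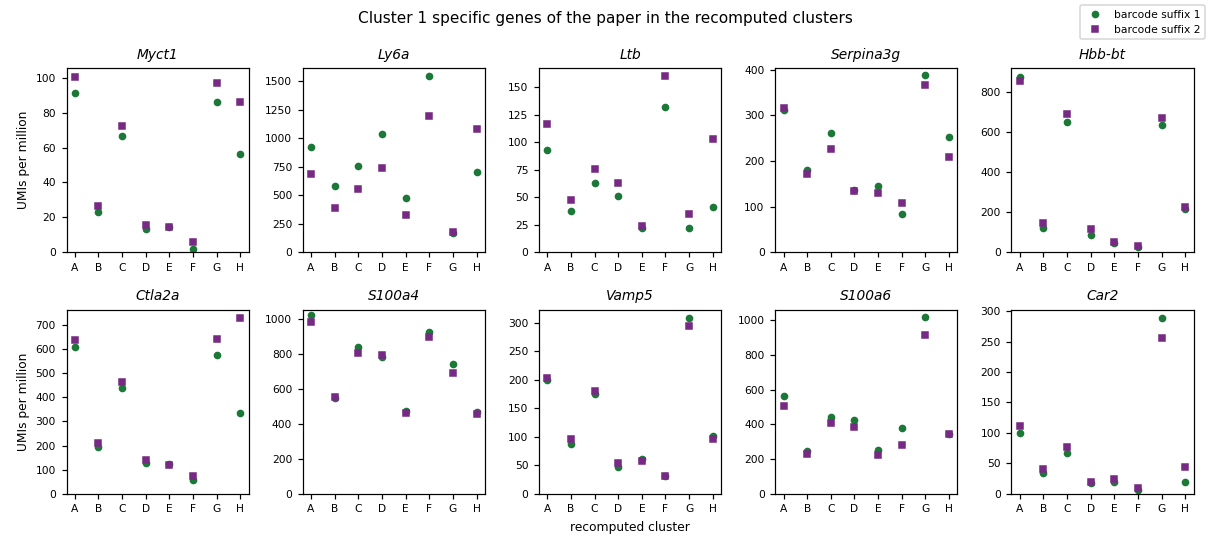
CPM (vertical axes, from 0) of the 10 genes listed for cluster 1 of the paper in the clusters A to H, with the cells of barcode suffix 1 as circles and those of suffix 2 as squares. Myct1, Hbb-bt and S100a4 are highest in cluster A in both suffixes, and Serpina3g, Vamp5, S100a6 and Car2 in cluster G.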

Cluster 0 corresponded to the tMPP1 population [22]. They shared specific genes, *i.e., Ube2c*, *Cenpf*, *Top2a*, *Cdk1* and *Nusap1*. 

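Ube2c (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822) had 597 CPM in cluster C (95% interval 592 to 603), 536 CPM in cluster E (530.3 to 541) and 50.3 CPM in cluster A. Its AUC for cluster C was 0.875. Cenpf (ENSMUSG00000026605, chromosome 1, 189640606 to 189688086) had 205 CPM in cluster C (201 to 208) and 169 CPM in cluster E (166 to 173), and Nusap1 (ENSMUSG00000027306, chromosome 2, 119618298 to 119651244) had 122 CPM in cluster C (119.7 to 125) and 107 CPM in cluster E (105 to 109). Cenpf in suffix 1 was highest in cluster H. Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) and Cdk1 (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938) were highest in cluster E, with 372 CPM (368 to 377) and 347 CPM (342 to 351), and had 364 and 297 CPM in cluster C. Both clusters were mostly in G2M phase by their cell cycle scores. The G2M list of the score holds these 5 genes, so the phase is not separate evidence. With the listed genes left out of the clustering, all 5 genes were highest in L2, where Ube2c had 601 CPM.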

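Of 5 further genes listed for the same cluster of the paper, H2afx, Smc4 and Cdca8 had their highest CPM in cluster C over both suffixes. H2afx (ENSMUSG00000049932, chromosome 9, 44334694 to 44336077) had 459 CPM in cluster C (95% interval 454 to 464) and 414 CPM in cluster F, and in suffix 1 it was highest in cluster F. Smc4 had 354 CPM in cluster C and 331 CPM in cluster E, and Cdca8 had 239 and 227 CPM. Arl6ip1 was highest in cluster H, with 402 CPM (355 to 453) from 270 UMIs, and had 364 CPM (359 to 368) in cluster C. Cks2 was highest in cluster G, with 517 CPM (501 to 533), and had 499.6 CPM (494 to 505) in cluster C. Both depended on the suffix, as Arl6ip1 in suffix 1 was highest in cluster F with 341 CPM, and Cks2 in suffix 2 was highest in cluster C with 521 CPM. In all, over both suffixes, 6 of the 10 listed genes were highest in cluster C and 8 in cluster C or E, and with the listed genes left out of the clustering, 8 of the 10 were highest in L2.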

Cluster 0 also had unique specific genes, such as *H2afx*, *Arl6ip1*, *Smc4*, *Cks2* and *Cdca8*. Cluster 2 did not seem to correspond to any tHSCs or tMPPs, although they shared specific genes, *i.e., Nolc1* and *Srm*, with tMPP5 [22]. 

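Nolc1 (ENSMUSG00000015176, chromosome 19, 46075863 to 46085530) had 189.6 CPM in cluster B (95% interval 187 to 193), 135 CPM in cluster E (132 to 138) and 57.6 CPM in cluster D. Srm (ENSMUSG00000006442, chromosome 4, 148591503 to 148594993) had 324 CPM in cluster B (320.2 to 328), 252 CPM in cluster E (248 to 256) and 101 CPM in cluster D. Both genes were highest in cluster B within each suffix, and their AUC for cluster B was 0.746 and 0.727. Their highest levels with the listed genes left out of the clustering were 198 and 354 CPM, in L0.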

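The 8 other genes listed for cluster 2 of the paper, Hspd1, Ncl, Tomm5, Cacybp, Hsp90aa1, Lyar, Nhp2 and Set, also had their highest CPM in cluster B in both suffixes. Hspd1 (ENSMUSG00000025980, chromosome 1, 55077835 to 55088243) had 482 CPM in cluster B (95% interval 477 to 486) and 383 CPM in cluster E (378 to 387). The annotation holds pseudogenes of Hspd1, so that its level is uncertain. Hsp90aa1 (ENSMUSG00000021270, chromosome 12, 110690605 to 110702728) was the most abundant of the list, with 2081 CPM in cluster B (2071 to 2090.2) and 1877 CPM in cluster E (1867 to 1888), and had the highest AUC of the list, 0.801. The list rose by a small margin in cluster B, with a mean log2 level of 0.62 above the mean of the clusters. All 10 genes of the list were highest in L0 with the listed genes left out of the clustering, whereas 6 of them were highest in the leading cluster at resolution 0.2.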

Cluster 2 also had unique specific genes, including *Hspd1*, *Ncl*, *Tomm5*, *Cacybp*, *Hsp90aa1*, *Lyar*, *Nhp2* and *Set*. Although cluster 3 and cluster 4 corresponded to tHSC3, they had significant enrichment of myeloid progenitor gene sets, including *Hp*, *Prtn3*, *Ctsg*, *Elane*, *Ms4a3* and *Ccr2*. 

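Hp (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172) had 683 CPM in cluster D (95% interval 676 to 691), 359 CPM in cluster E (354 to 363) and 15.0 CPM in cluster A, with an AUC of 0.883 for cluster D. Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had 246 CPM in cluster D (242 to 250.4) and 107 CPM in cluster E (105 to 109.6). Prtn3 (ENSMUSG00000057729, chromosome 10, 79874476 to 79883174) and Elane (ENSMUSG00000020125, chromosome 10, 79886247 to 79888215) were also highest in cluster D, with 2721 and 245 CPM, against 2518 and 196 CPM in cluster E. Ctsg (ENSMUSG00000040314, chromosome 14, 56099881 to 56102574) and Ms4a3 (ENSMUSG00000024681, chromosome 19, 11629496 to 11640851) were highest in cluster E, with 1418 and 783 CPM, against 1232 and 559 CPM in cluster D. In cluster B, Prtn3 and Ms4a3 still had 1735 and 503 CPM. Within each suffix the same cluster was highest for each of the 6 genes. All 6 were highest in L3 with the listed genes left out of the clustering. The enrichment of gene sets in clusters 3 and 4 of the paper was not recomputed.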

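Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) encodes platelet factor 4, which is made by megakaryocytes. Its level was 2609 CPM in cluster G (95% interval 2573 to 2646), 242 CPM in cluster A (239 to 246) and 53.7 CPM in cluster E. Over both suffixes, all 9 megakaryocyte genes of a list fixed in advance that were found in the matrix had their highest CPM in cluster G, and in suffix 2 alone Vwf was highest in cluster A. The 9 genes of a mast cell and basophil list were highest there too, including Mcpt8 (ENSMUSG00000022157, chromosome 14, 56082166 to 56085273) with 1478 CPM and Prss34 (ENSMUSG00000056399, chromosome 17, 25298394 to 25300165) with 446 CPM (431 to 461). Fig. 5D of the paper shows both of these genes for its cluster 6. Of the 7 genes of an erythroid list found in the matrix, 5 were also highest in cluster G, with a mean log2 level of the list of 2.42 above the mean of the clusters. The mast cell and basophil list without Gata2 and the megakaryocyte list were then summed in each of the 241 cells, and a cell was counted for a list at 10 or more UMIs per 10000, a limit chosen after the values were seen. The megakaryocyte list alone reached this limit in 124 cells and the mast cell and basophil list alone in 50 cells, while both reached it in 7 cells and neither in 60 cells. At resolution 0.2, 44 cells of cluster G formed a cluster of their own, with 11742 CPM of the mast cell and basophil list without Gata2, and 189 joined a cluster of 3793 cells with 242 CPM of Pf4. With the listed genes left out of the clustering, 238 of the 241 cells were in L4, where Pf4 had 2357 CPM, but Pf4 and the genes of both summed lists were not among those left out and could still take part in the clustering.

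**Figure D2:**
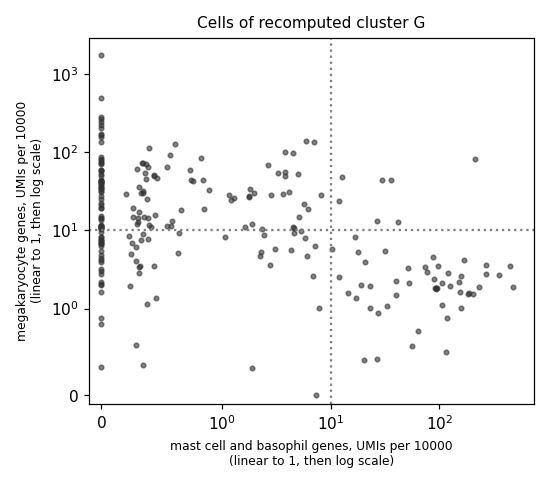
Each point is 1 of the 241 cells of cluster G, with its UMIs of the mast cell and basophil list (horizontal axis) and of the megakaryocyte list (vertical axis) per 10000 UMIs, on axes that are linear up to 1 and logarithmic above. The dotted lines mark 10 UMIs per 10000, and 7 cells lie at or above both.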

Cluster 6 expressed a high level of *Pf4* and exhibited positive enrichment of the megakaryocyte progenitor cell gene sets (Fig. 5D).

The percentage of each cluster was calculated and plotted to determine whether overexpression of Fbxw11 affected the distribution of different clusters. No significant difference was detected between the LSK-Con and LSK-Fbxw11d groups (Fig. 5E). These data indicated that Fbxw11 had little effect on the composition of heterogeneous HSPC subpopulations, although it dramatically decreased the absolute number of HSPCs.

### Single-cell analysis reveals the effects of Fbxw11 on the expression of genes associated with HSC maintenance and lineage differentiation

To further explore which genes are affected by Fbxw11 overexpression at single-cell level, we focused on genes that were differentially expressed between LSK-Fbxw11d and LSK-Con, especially transcription factors (TFs). *Cebpa*, *Myc* and *Arid5b*, which significantly regulate HSPC activity, were downregulated in almost all clusters of LSK-Fbxw11d when compared with LSK-Con (Fig. 6A). Gene set enrichment analysis (GSEA) showed enrichment of “myeloid differentiation up” in LSK-Fbxw11d compared with LSK-Con (Fig. 6B). Myeloid development-associated TFs and specific genes were also analyzed based on scRNA-seq results. *Ms4a3* and *Chd3*, which are important for myeloid development [36], were highly expressed in myeloid prone subpopulations of LSK-Fbxw11d (Fig. 6C). Myeloid-associated TFs *Stat3* and *Etv6* were also slightly upregulated, though the percentage of positive cells was lower (Additional file 1: Fig. S6). Collectively, these results suggested that Fbxw11 might exert its regulatory effects on HSC maintenance and lineage differentiation through the regulation of self-renewal and myeloid-associated TFs.

**Fig. 6:**
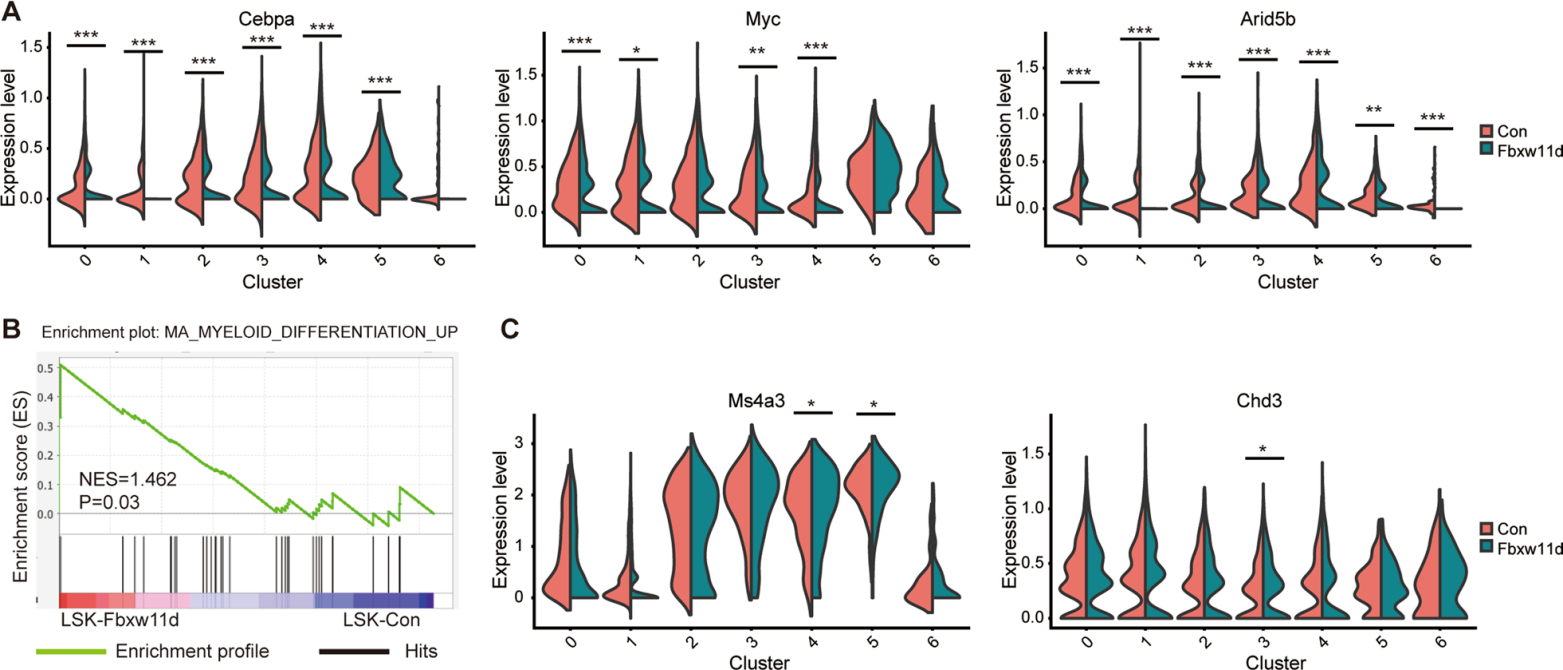
The effects of Fbxw11 on the expression of genes associated with HSC maintenance and granulocytic lineage-biased differentiation. **A** Violin plots demonstrate the expression of Cebpa, Myc, Arid5b and Apoe in clusters in LSK-Con and LSK-Fbx11d. **B** DEGs underwent GSEA analysis, and the reported signature of “myeloid differentiation up” is shown. **C** Violin plots demonstrate the expression of Ms4a3 and Chd3 in clusters from LSK-Con and LSK-Fbxw11d. *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

Stem cells are required for tissue maintenance. Their self-renewal potential and pluripotency are tightly regulated by sophisticated signal transduction networks. Accumulating evidence has revealed that the self-renewal, pluripotency and differentiation of stem cells are precisely controlled by the UPS system, which controls highly ordered protein degradation [37, 38]. Abnormal proteasome activity can lead to serious consequences. The E3 ligases in the UPS act as recognition components, and different members have heterogeneous effects on stem cells by targeting diverse spectra of proteins. While abnormal control of ubiquitination contributes to the initiation and progression of malignancies, mounting evidence suggests that dysfunction of the UPS is also related to the failure of stem cell self-renewal and functions. Abnormal ubiquitination in embryonic stem cells impairs their potential to differentiate into neural cells and causes fetal death [37, 39]. Abnormal control of ubiquitination in the hematopoietic system is related to Fanconi anemia and aplastic anemia [40–42]. In the present study, we show that increased expression of Fbxw11 results in impaired stem cell maintenance. Our work provides a deeper understanding of the UPS-mediated regulatory mechanism in hematopoiesis.

Quiescence and differentiation are two important factors to maintain HSCs homeostasis. Quiescence is necessary for maintaining the stemness and function of HSCs under steady-state conditions. Breaking quiescence leads to HSC exhaustion and eventually causes failure of hematopoiesis [43]. Our observations suggested that Fbxw11 decreased the quiescence of HSCs by pushing them into the cell cycle, which impaired the stemness and sustained the self-maintenance potential of HSCs. Differentiation-associated mechanisms may also be involved in this process since we got the following observations. First, GMPs expressed the highest level of Fbxw11 among HSPC subpopulations. Second, Fbxw11 increased the proportion of GMPs and CFU-GM colony in vitro, while it increased the percentage of Gr-1^+^CD11b^+^ granulocytic cells and decreased the percentage of CD3^+^ or B220^+^ lymphocytes in PB, BM and SP after transplantation in vivo. Third, Fbxw11-overexpressing LSK cells expressed higher levels of Csf1r, Csf2r, Runx1 and Stat3, which are important for myeloid development [44–47]. Fourth, GSEA results also demonstrated the enrichment of “myeloid differentiation up” associate gene. It is possible that Fbxw11 might promote myeloid differentiation of HSCs, which may also account for the impaired repopulation capacity of HSCs. Unfortunately, we do not have direct evidence, such as the GMP output after transplantation in vivo, due to the very low graft reconstruction status.

Although the UPS affects the repopulation and function of stem cells through different mechanisms, reshaping the expression spectrum of TFs is one of the most important steps. In fact, some TFs that are important for stem cells are direct targets of the UPS. The UPS maintains the balance of self-renewal and differentiation of stem cells by maintaining the stability of key TFs, such as Myc and OCT-3/4, which are directly recognized by Fbxw7 and WWP2 E3 ligases [48, 49]. However, in many cases, there is no direct link between abnormal E3 ligase and altered TFs. In these cases, UPS indirectly affects TFs through broad-spectrum and sophisticated signal transduction pathways [39, 50]. Here, we found that the expression of *Cebpa*, *Myc* and *Arid5b* in HSPCs was sharply decreased by elevated expression of Fbxw11. C/EBPα is an important transcriptional regulator in HSCs and plays roles not only in myeloid differentiation [51], but also in HSC quiescence. C/EBPα deletion was associated with a dramatic loss in HSC self-renewal. Furthermore, Cebpa^−/−^ HSCs failed to reconstruction in secondary recipients or in irradiated mice in non-competitive transplantation experiments. Therefore, C/EBPα is indeed essential for HSC function, at least during hematopoietic reconstitution [52, 53]. Myc proteins (c-Myc and N-Myc) are downstream targets of C/EBPα and are necessary for the proliferation and survival of HSCs [54, 55]. Arid5b is a critical downstream target of TAL1 and is essential for maintaining the multipotency and quiescence of HSCs [56, 57]. Hence, Fbxw11 may cause failure of HSPCs through the downregulation of these TFs.

HSPCs are composed of hierarchically heterogeneous subpopulations [58]. Whether Fbxw11 specifically modulates some subpopulations or has similar effects on most subpopulations has not been established. Compared with conventional bulk RNA-seq, which captures the average gene expression profile of all subpopulations, the scRNA-seq technique is capable of resolving heterogeneity among subpopulations and acquiring gene profiling at the single-cell level. Hence, scRNA-seq was carried out to reveal the heterogeneity within HSPCs as well as to show the effects of Fbxw11 on the gene expression profiles of different subpopulations. With the development of scRNA-seq techniques, several groups have revealed transcriptional profiles of HSPC subpopulations following the strategy that each predetermined subpopulation was first obtained by accurate sorting based on established surface markers before scRNA-seq [21, 22, 59]. Here, we followed another strategy in which all LSK cells underwent scRNA-seq, and cell clusters were entirely determined by gene expression profiles. We believe that this strategy more accurately reflects the nature of LSK cells since it avoids missing transitional cells and eliminates possible defects by arbitrary predetermination of HSPC subpopulations. We classified seven major cell clusters by transcriptome landscaping. Although these clusters share some identical specific genes with HSPC subpopulations reported in the literature, they also have unique specific genes. Hence, our findings contribute to a better understanding of HSPC heterogeneity and provide reference for further definition of HSPC subpopulations. Functional assays in the future will further classify these clusters. Nevertheless, an important result we obtained is that Fbxw11 has little effect on the composition of heterogeneous HSPC subpopulations, although it dramatically decreases the absolute number of HSPCs, suggesting that Fbxw11 may have similar effects on all HSPC subpopulations. The observation that C/EBPα, Myc and Arid5b, self-renewal-associated TFs, were downregulated in all HSPC clusters overexpressing Fbxw11 further confirmed this conclusion. The above results suggest that elevated Fbxw11-related UPS decreases the self-renewal potential of all HSPC subpopulations, which results in the failure of HSCs and low graft reconstruction.

## Conclusion

In summary, our work elucidates the novel role of Fbxw11 in the regulation of HSPCs and reveals the transcriptomic heterogeneity of HSPCs at the single-cell level. High-level expression of Fbxw11 decreased the expression of key molecules in the regulation of self-renewal of HSPCs, *i.e.,* C/EBPα, Myc and Arid5b, in all HSPC subpopulations; reduced quiescence and reconstruction of HSPCs; and finally caused failure of HSCs. These results provide additional views on the role of ubiquitin in hematopoietic stem cell maintenance.

## Supplementary Information

**Additional file 1: Fig. S1.** The strategies to analyze and sort hematopoietic cell populations used in this study by FACS are shown. (**A**) LK cells, LSK cells, LT-HSCs, ST-HSCs, MPPs, CMPs, GMPs, MEPs were sorted after enrichment using c-Kit^+^ magnetic beads. (**B**) Common lymphoid progenitors (CLPs) were also sorted after enrichment using c-Kit^+^ magnetic beads. (**C**) Gating strategy of granulocytes. (**D**) Gating strategy of monocytes and macrophages. (**E**) Gating strategy of B cells and T cells. (**F**) Gating strategy of NK cells. **Fig. S2.** (**A**) Lethally irradiated C57BL/6 mice were transplanted with 1 × 10^6^ GFP^+^ LK cells (Lin^-^ c-Kit^+^) from the control and Fbxw11 groups. Cells homing to the BM were analyzed by FACS 16 hours after transplantation (control: n = 3; Fbxw11d: n = 7). (**B**–**D**) The overall reconstitution status (including both GFP^+^ cells and competitor cells) was assessed at the 1st, 3rd, and 5th month. (**E**) The percentage of donor LSK cells in BM at the 5th month after first-round transplantation was analyzed by FACS, n = 3. **Fig. S3.** Violin plots show the expression of cluster-specific genes of each cluster in all clusters. For cluster 0 to cluster 3, only the top 10 cluster-specific genes are shown. **Fig. S4.** The heatmaps show the expression of population-specific genes of transcriptionally defined HSPC populations from published references in LSK-Con and LSK-Fbxw11d (Dong’s paper, PMID: 32367048). **Fig. S5.** Expression of cluster 1-specific genes (Ltb, Myct1 and Serpina3g) in LT-HSCs in the published reference model (Nestorowa’s paper, PMID: 27365425). **Fig. S6.** Violin plots demonstrate the expression of Stat3, Etv6 and Chd3 in clusters from LSK-C and LSK-F11D. *p < 0.05, **p < 0.01, ***p < 0.001.

**Additional file 2. Table S1.** Antibldies list.

**Additional file 3. Table S2.** Primers used for detection of mouse genes by real-time RT-PCR analysis.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

HSPCs: Hematopoietic stem/progenitor cells
scRNA-seq: Single-cell RNA sequencing
LSK: Lin^−^c-Kit^+^Sca-1^+^
LK: Lin-c^−^kit^+^
HSCs: Hematopoietic stem cells
UPS: Ubiquitin–proteasome system
LT-HSCs: Long-term hematopoietic stem cells
ST-HSCs: Short-term hematopoietic stem cells
MPPs: Multipotent progenitors
CMPs: Common myeloid progenitors
GMPs: Granulocyte–monocyte progenitors
MEPs: Megakaryocyte–erythroid progenitors
CLPs: Common lymphoid progenitors
GEO: Gene Expression Omnibus
DEGs: Differentially expressed genes
TFs: Transcription factors
GSEA: Gene set enrichment analysis

# Supplementary material for: Fbxw11 impairs the repopulation capacity of hematopoietic stem/progenitor cells
**Source:** Stem Cell Res Ther. 2022 Jun 11;13:245. doi: 10.1186/s13287-022-02926-9
**Supplement:** Supplementary file 2 — Additional file 2. Table S1. Antibldies list.

**Table S1 Antibldies list**

| Marker | Fluorophore | Clone | Source |
| --- | --- | --- | --- |
| Lin | V450 |  | BD bioscience |
| c-kit (CD117) | PE-Cy7 | 2B8 | Biolegend |
| Sca-1 | APC | D7 | Biolegend |
| CD3 | PerCP-Cy5.5 | 145-2C11 | BD bioscience |
| CD19 | PerCP-Cy5.5 | 1D3 | BD bioscience |
| B220 | PE | RA3-6B2 | Biolegend |
| F4/80 | APC | BM8 | eBioscience |
| CD11b | PerCP-Cy5.5 | M1/70 | BD bioscience |
| Gr1 | PE-Cy7 | RB6-8C5 | Biolegend |
| CD115 | PE | AFS98 | Biolegend |
| CD4 | PE-Cy7 | GK1.5 | Biolegend |
| CD8a | APC | 53-6.7 | Biolegend |
| NK1.1 | PE-Cy7 | PK136 | BD bioscience |
| NKp46(CD335) | APC | 29A14 | Biolegend |
| CD34 | PerCP-Cy5.5 | HM34 | Biolegend |
| CD16/32 | PE | 93 | Biolegend |
| IL7Ra (CD127) | PE | A7R34 | Biolegend |
| Flk2 | PE | A2F10 | Biolegend |
| Ki-67 | PE | 16A8 | Biolegend |

# Supplementary material for: Fbxw11 impairs the repopulation capacity of hematopoietic stem/progenitor cells
**Source:** Stem Cell Res Ther. 2022 Jun 11;13:245. doi: 10.1186/s13287-022-02926-9
**Supplement:** Supplementary file 3 — Additional file 3. Table S2. Primers used for detection of mouse genes by real-time RT-PCR analysis.

**Table S2** Primers used for detection of mouse genes by real-time RT-PCR analysis

| Gene name | Forward primer | Reverse primer |
| --- | --- | --- |
| Fbxw11 | CGGGACTTTATCACTGCTTTA | ATCACTCGCTGCCATTCTTTA |
| GAPDH | CACTTGAAGGGTGGAGC | GGGCTAAGCAGTTGGTG |
| Cebpa | GCGGGCAAAGCCAAGAAGTCG | GGCGGTCATTGTCACTGGTCAACTC |
| Runx1 | CTGCTCCGTGCTACCCACTCAC | CTGGATCTGCCTGGCATTTCG |
| Csf1r | GTGGAGACACCAAGCTGGAA | CTGTCACCCACAGACACCTC |
| Csf2r | CCCTGCTCTTCTCCACGCTACTGC | CGACCGTGCCATTGACATCCAG |
| HoxA5 | CTCATTTTGCGGTCGCTATCC | ATCCATGCCATTGTAGCCGTA |
| Hoxb13 | GGCTACCTACCCTTCGGAAACT | TTCACCTTGGCAACACATCTGG |
| Myc | CCCTATTTCATCTGCGACGAG | GAGAAGGACGTAGCGACCG |
| Oct4 | GGAATCGGACCAGGCTCAGA | CCTTCTCCAACTTCACGGCATTG |
| Sox2 | CGCACATGAACGGCTGGAG | GCCTCGGACTTGACCACAGA |
| Tim1 | ACATATCGTGGAATCACAACGAC | ACTGCTCTTCTGATAGGTGACA |
| ClylinD3 | TCTTCCCTCTGGCTATGAACTAC | AGCACCTCCCACTCCCGCAACTG |
| Cdkn1c | GAGCCGTCCATCACCAAT | TGTCCACCTCCATCCACTG |

How the deposited data were processed for this re-analysis (not part of the article)

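The experiment comprised 1 scRNA-seq library of LSK-Con and 1 of LSK-Fbxw11d, each from GFP-positive LSK cells collected 48 h after infection. The authors deposited raw UMI counts of both libraries in 1 matrix. According to the methods of the paper, the authors checked the reads with FastQC, trimmed them with Trimmomatic and aligned them to mm10 with the STAR program of Cell Ranger. They counted UMIs of exonic reads that mapped uniquely to transcripts of an Ensembl annotation of GRCm38, and excluded cells with fewer than 500 genes and genes found in few cells. The lowest number of genes per cell in the matrix is 503, and each gene has a UMI in at least 4 cells. The values are whole numbers up to 1411 and were not normalized before deposit. The matrix holds 15240 genes and 12683 cells, more cells than the paper states, and no cells were left out here to reach that number.

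The barcodes of the cells end in suffix 1 or suffix 2. Neither the paper's text nor the sample labels tie a suffix to a condition. The paper gives 5297 cells for LSK-Con and 6932 cells for LSK-Fbxw11d. Neither suffix has one of these numbers of cells, and a condition was not inferred from the order of the suffixes, from their numbers of cells or from their values. No cell was assigned to LSK-Con or LSK-Fbxw11d, and the conclusions of the paper on the difference between them, in Fig. 5E, Fig. 6 and Fig. S6, are given no values beside them. The cells were pooled, as in the paper, and values per suffix are given as those of libraries of unknown condition. There were 54 barcode sequences found under both suffixes. The paper names a retrovirus, whereas the sample labels name a lentivirus, and they also differ on the sequencer.

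Suffix 1 had 5465 cells with 168829767 UMIs, and suffix 2 had 7218 cells with 187315583 UMIs. Medians per cell were 29958 UMIs and 4479 genes in suffix 1, and 25000 UMIs and 4077 genes in suffix 2. With 1 library per condition there is no replicate, so no test between libraries was made and no p-value is given. Sums of UMIs have exact Poisson intervals, shares of cells have exact binomial intervals and ratios have exact conditional binomial intervals, all at 95% and all for counting error only.

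Counts were log-normalized in Seurat 5.3.0 with a scale factor of 10000 under R 4.3.3. After the methods of the paper, 2000 variable genes, principal component analysis and Louvain clustering at resolution 0.4 were used, with 20 principal components, since the paper's text gives no number. The libraries were put together without integration. Clusters were named A to H by size. Genes that define a cluster were ranked by the fold of their CPM over all other cells after 1 CPM was added, among genes with at least 20 CPM. CPM values were made from the deposited counts as the sum of UMIs over the cells of a cluster or suffix, scaled by the total UMIs of these cells. The area under the curve (AUC) was computed on log-normalized values of 1 cluster against all other cells, with 0.85 as the threshold that the legend of Fig. 5D states. Reads that match near-identical genes or pseudogenes are left out by counting of uniquely mapped reads, so levels of genes with such copies are uncertain.

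Scrublet at an expected rate of 6% marked 3 cells as doublets, far fewer than that rate, so it was not relied on to find doublets. Why it marked so few was not tested. No cell was removed in the results as reported. As an alternative, the 5% of cells with the highest doublet scores in each suffix were left out, which need not be the true doublets. To compare shares of cells with a UMI, genes per cell and cell cycle phases at equal depth, each cell was thinned to 17000 UMIs, the largest multiple of 1000 that keeps at least 90% of the cells of each suffix. This left out 200 cells of suffix 1 and 696 of suffix 2. Phases were scored in Seurat with 43 S phase and 54 G2M phase genes. Monocle2 was not used here. Diffusion pseudotime was computed with scanpy 1.11.5 on 20 principal components with 20 neighbors and 15 diffusion components, from the cell with the highest mean scaled expression of the HSC list. TMM factors were computed with edgeR 4.0.16.

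The gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes, apart from the additions named here. The lists were the genes that the paper names for its clusters 0, 1, 2, and 3 and 4, which it found in these same libraries. Further lists were for HSCs, granulocyte-monocyte progenitors, lymphoid progenitors, megakaryocytes, mast cells and basophils, and erythroid cells. A list of 23 interferon-stimulated genes found in the matrix was written after ratios of such genes had been seen. The level of a list in a cluster is the mean over its genes of the log2 CPM relative to the mean over clusters. For the ratio of suffix 2 over suffix 1, the median of a list was set against 10000 random lists of the same size matched on mean expression. Genes named in the text are those that the paper names in its scRNA-seq sections or measured by real-time PCR in LSK cells. In addition, the 5 largest and the 5 smallest log2 ratios are named among genes with at least 20 CPM in a suffix and the same direction in each cluster with at least 200 cells of each suffix. Tests of explanations were chosen after the results were seen. Alternatives planned as comparisons of LSK-Fbxw11d with LSK-Con were run as suffix 2 over suffix 1.

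The alternatives were TMM scaling, a total without the 50 most abundant genes, a mean over cells of each cell's CPM, thinned cells, other filters on cells (1000 genes, or mitochondrial UMIs under 10%), removal of the cells marked by Scrublet, an equal weight of each cluster in both suffixes, other resolutions (0.2 and 0.8), other numbers of principal components (10 and 30) and of variable genes (1000), the suffix regressed out, variable genes without those that differ over 1.5 times between the suffixes, variable genes without the listed genes, cells as deposited in place of thinned cells, and another root of the pseudotime. Added after seeing the data were removal of the highest doublet scores, a difference of mean log-normalized values, counts of listed genes highest in the leading cluster under each clustering, and limits of 2 and 5 in place of 10 UMIs per 10000 for a cell of cluster G to hold a list. The calculation of ratios was tested on simulated counts of 4280 genes, 200 of them changed, for suffix 2 over suffix 1. The intervals held the true ratio of 94.7% of genes, and 100% of the changed genes were recovered. The simulated counts had Poisson error only, the model that the intervals assume, and the changes were larger than many ratios given here. The test thus checks the calculation, and not the spread between libraries or the recovery of small ratios.

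The gene set enrichment of Fig. 6B and the comparison with published HSPC populations were left out, because the gene sets were not used here.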

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

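All tests in this part, but not the rule for naming genes, were chosen only after the result was seen. The result drew attention because it lies in genes that the paper does not discuss and is larger than counting error. Interferon-stimulated genes had lower levels in the library with barcode suffix 2 than in that with suffix 1. Over 23 such genes, the median log2 ratio of suffix 2 over suffix 1 was −0.85, and 23 of the 23 genes were lower in suffix 2. None of 10000 random lists matched on mean expression had a median as low, which describes these libraries and is not a test of conditions. The list was written after ratios of such genes had been seen. Separately, the rule for naming genes picked Ifi27l2a (−1.40, 173 and 65.6 CPM), Irf7 (−1.34, 71.5 and 28.2 CPM), Oasl2 (−1.25), Isg15 (−1.23) and Usp18 (−1.19) as the 5 smallest ratios. For comparison, 95% of the 4363 genes with at least 20 CPM had log2 ratios between −0.27 and 0.17. Some members have close paralogs, such as Ifit3 and Ifit3b, whose levels are uncertain.

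The tables argue against several technical explanations as the whole cause. Depth per cell differed between the suffixes, and the median was −0.84 on cells thinned to equal depth. Random thinning keeps the expected share of each gene in a cell, so this value cannot decide on depth. Another mix of clusters would have shrunk the ratio at equal weights, where the median was −0.93. Scaling by total UMIs is argued against by −0.83 under TMM scaling. Cells of a single cluster are argued against because the medians within clusters A to E were −0.79, −0.77, −0.67, −0.91 and −0.90, the highest being −0.67 in cluster C.

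Handling of a library and the condition of its cells cannot be told apart, because each suffix has 1 library. A difference between LSK-Con and LSK-Fbxw11d in the response to the virus or to Fbxw11d may be the cause and was not tested, since the suffixes are not tied to conditions by the paper's text or the labels, so that no direction between conditions is given. A difference in the dose of virus, in the sort or in library preparation may also give a median of −0.85. Free RNA from other cells was not tested.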

How the results depend on the processing

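In this part, removal of the highest doublet scores, the difference of mean log-normalized values, the counts of listed genes under each clustering and the limits for a cell to hold a list were chosen only after the results were seen. The other alternatives were planned. No paired analysis was possible because each condition has 1 library and the columns of the matrix carry no replicate number. In an alternative clustering, a cluster's value is that of the new cluster that took most of its cells. The causes of the changes below were not tested, except that thinning lowers genes per cell and shares by construction.

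The log2 ratios of suffix 2 over suffix 1 of Fbxw11, Myc, Arid5b, Apoe, Chd3, Stat3, Etv6, Hoxa5 and Runx1 stayed within the counting interval of the reported value under the scaling, depth, cell filter, doublet and weight alternatives. The median of the interferon list stayed between −0.93 and −0.81. At the same weight of each cluster in both suffixes, Cebpa was −0.43, Ccnd3 −0.10, Cdkn1c 0.048, Csf1r −0.12, Csf2ra −0.14 and Csf2rb −0.22, each closer to 0 than the reported value, and Ms4a3 changed sign from −0.16 to 0.0055. Ms4a3 was −0.14 with TMM scaling, −0.14 with the total without the 50 most abundant genes and −0.18 with the mean of CPM per cell. Under that same weight, the HSC list changed sign to −0.051, the granulocyte-monocyte progenitor list was −0.087, the lymphoid progenitor list 0.047, the mast cell and basophil list 0.25, and the lists of the paper's clusters 0, 1, and 3 and 4 were 0.10, 0.050 and −0.026. With TMM scaling the lists of clusters 0, 1 and 2 were 0.19, 0.21 and 0.031, and with the total without the 50 most abundant genes they were 0.19, 0.21 and 0.029. On thinned cells the lists of clusters 0, 1, 2, and 3 and 4 were 0.20, 0.15, 0.045 and −0.27, and the erythroid list was −0.25. The megakaryocyte list was 0.072 with the mean of CPM per cell.

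The number of clusters was between 6 and 10 except for 14 at resolution 0.8. The difference in the share of cells, suffix 2 minus suffix 1 in percentage points, was 3.43 for cluster A, −1.83 for B, 4.43 for C, −4.42 for D, −2.47 for E, 0.673 for F, −0.262 for G and 0.462 for H. At resolution 0.2, clusters A and B fell together with 1.29 and C, E and G with 2.74, so that B, E and G changed sign. The value of cluster G as reported was within counting error (−0.76 to 0.22), and it was also above 0 at resolution 0.8, with 10 principal components, at least 1000 genes per cell and the suffix regressed out, and without the cells marked by Scrublet, the listed genes or the highest doublet scores. At resolution 0.8, A had 1.16, C 2.81, D −3.04 and E −1.13. With 10 principal components, A had 1.88, E −0.196, F 3.40 and G 0.967. With 30 principal components, E had 3.64. With 1000 variable genes, A had 0.151. With at least 1000 genes per cell, C and E fell together with 2.92, and with mitochondrial UMIs under 10%, E had 3.15. With the suffix regressed out, A had 0.0239, C and E 1.45, D −2.41 and G 0.640. Without the variable genes that differ between the suffixes, C and E had 3.02, and without the listed genes, C had 2.80 and E −5.59. Cluster G had 3.24 without the cells marked by Scrublet and 3.70 without the highest doublet scores, since most of it joined a larger cluster. The sign for cluster E thus depended on whether it merged with cluster C.

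The number of clusters with a lower CPM of Arid5b in suffix 2 was 1 of 8 as reported. It was 2 of 6 at resolution 0.2, 5 of 14 at resolution 0.8, 2 of 8 with 10 and 2 of 9 with 30 principal components, 3 of 10 with 1000 variable genes and 3 of 8 with mitochondrial UMIs under 10%. It was 2 of 8 with the suffix regressed out, without the cells marked by Scrublet and without the highest doublet scores, and 2 of 9 without the variable genes that differ between the suffixes. For Myc it was 4 of 6 at resolution 0.2 and 12 of 14 at resolution 0.8, and for Cebpa 13 of 14 at resolution 0.8.

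In the 2 clusters with the most myeloid progenitor genes, D and E, the log2 ratio of Ms4a3 was 0.047 and that of Chd3 0.021 over both clusters. The clusters had opposite signs, with −0.073 (95% interval −0.106 to −0.039) in D and 0.090 (0.065 to 0.115) in E for Ms4a3, and 0.10 (−0.025 to 0.225) in D and −0.039 (−0.153 to 0.076) in E for Chd3. Over the 2 leading clusters, Ms4a3 changed sign with 30 principal components (−0.054), at least 1000 genes per cell (−0.011), mitochondrial UMIs under 10% (−0.0066), the suffix regressed out (−0.070), without the cells marked by Scrublet (−0.025) and without the highest doublet scores (−0.028). It was 0.0058 at resolution 0.2, 0.026 at resolution 0.8, 0.0014 with 10 principal components, 0.017 without the variable genes that differ between the suffixes and 0.00058 without the listed genes. Chd3 was 0.12 with at least 1000 genes per cell and above 0 under each clustering.

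Of the 10 genes listed for cluster 1 of the paper, 4 were highest in the leading cluster. This fell to 1 at resolution 0.8, with 30 principal components, with at least 1000 genes per cell, with mitochondrial UMIs under 10%, without the variable genes that differ between the suffixes and without the listed genes, and to 2 with 1000 variable genes. The list of cluster 2 fell from 10 to 6 at resolution 0.2 and to 6 with 10 principal components. The megakaryocyte list fell from 9 to 3 at resolution 0.2 and to 3 without the highest doublet scores, where the cells of cluster G were divided, while the mast cell and basophil list kept 9 of 9 under each clustering. The number of cells of cluster G that held both lists rose from 7 to 61 at a limit of 2 UMIs per 10000 and to 21 at a limit of 5, while 170 and 192 cells held 1 list alone, against 174 as reported.

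Depth limits genes per cell and shares of cells. On thinned cells the median was 3384 genes over both suffixes, 3402 in suffix 1 and 3371 in suffix 2. Without the highest doublet scores it was 4219, 4456 and 4050 genes. On cells as deposited, the shares of cells with a UMI in suffix 1 and suffix 2 were 47.7% and 34.8% for Cebpa, 59.4% and 53.2% for Myc, 36.3% and 33.1% for Arid5b, 71.7% and 64.6% for Stat3, and 58.8% and 49.3% for Etv6. The shares in G1, S and G2M phase were 20.6%, 42.3% and 37.2% in suffix 1 and 19.6%, 40.3% and 40.0% in suffix 2.

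Pseudotime has no fixed unit, and its medians changed with each alternative. With the root in the genes of cluster 1 of the paper, clusters A to H had 0.130, 0.195, 0.194, 0.222, 0.226, 0.204, 0.206 and 0.362. With 10 principal components, clusters A to G had 0.214, 0.290, 0.168, 0.411, 0.335, 0.289 and 0.281, and cluster C came before cluster A.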

Differences from the paper's values

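All values here were compared after the data were seen. None of the 3 numbers that the paper states for the pooled cells differed by more than 1.5 times. The paper's number of cells is 12229, and the matrix holds 12683. The paper's median number of genes per cell is 4169, and 4248 was found here. The paper's number of clusters is 7, and 8 were found here. With the listed genes left out of the variable genes, 7 clusters were found, which is the paper's number. In that clustering, cluster E was divided among L0, L2 and L3. Of the other alternatives set before the data were examined, resolution 0.8 gave 14 clusters, more than 1.5 times the paper's number, and the others gave 6 to 10.

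The legend of Fig. 5D states that cluster-specific genes passed an AUC threshold of 0.85. Of the genes named in the text for cluster 0 of the paper, 1 of 10 reached 0.85 in the cluster where it was highest. For cluster 1 of the paper it was 0 of 10, for cluster 2 it was 0 of 10, and for clusters 3 and 4 it was 1 of 6. The highest values per list were 0.875, 0.848, 0.801 and 0.883. AUC was computed for the clustering as reported only.

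The paper lists 10 genes as specific for its cluster 1. In cluster A, which had the highest mean level of this list, 4 of the 10 were at their highest. With 10 principal components it was 6 of 10, and also 6 of 10 without the cells marked by Scrublet and, in an alternative chosen after seeing the values, without the highest doublet scores. None of the clusterings run brought all 10 genes to their highest level in the leading cluster. For cluster 6 of the paper, the text names megakaryocyte progenitors. In cluster G, the 9 megakaryocyte genes and the 9 mast cell and basophil genes were both at their highest, and genes of the second list are also shown in Fig. 5D for cluster 6.

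The paper states that Cebpa, Myc and Arid5b were lower in nearly all clusters of LSK-Fbxw11d. Suffix 2 had a lower CPM than suffix 1 in 8 of 8 clusters for Cebpa, in 7 of 8 for Myc and in 1 of 8 for Arid5b. The interval of the log2 ratio excluded 0 in 5 of 8 clusters for Cebpa and 4 of 8 for Myc, all lower in suffix 2, and in 2 of 8 for Arid5b, both higher in suffix 2, so most differences of Arid5b were within counting error. By the signs alone, whichever suffix is LSK-Fbxw11d, the 3 genes were not lower together in most clusters. Over all cells, the log2 ratios of suffix 2 over suffix 1 were −0.53, −0.11 and 0.096. The share of cells with a UMI on cells as deposited, without thinning, is a measure in which the 3 genes were lower together in suffix 2. For Arid5b this share was 36.3% in suffix 1 and 33.1% in suffix 2, and on thinned cells it was 23.7% and 24.2%.

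The paper states that Stat3 and Etv6 were slightly higher in LSK-Fbxw11d with a lower share of positive cells. Over all cells, CPM and the share of cells with a UMI went the same way for both genes. Stat3 had 45.1 CPM in suffix 1 and 43.2 CPM in suffix 2, with shares of 52.6% and 51.7% on thinned cells, and Etv6 had 31.6 and 28.6 CPM, with shares of 40.1% and 37.1%. On cells as deposited the shares were also lower in suffix 2. Among clusters A to G, level and share on thinned cells went opposite ways for Stat3 in D and G and for Etv6 in C, each with a difference in CPM within counting error. A higher level with a lower share was in suffix 2 for Etv6 in cluster C (31.3 CPM in suffix 1 and 31.4 CPM in suffix 2, shares of 42.3% and 40.0%) and for Stat3 in cluster G (34.2 and 34.9 CPM, 42.7% and 39.2%), and in suffix 1 for Stat3 in cluster D (55.5 and 54.4 CPM, 58.9% and 62.7%).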

Other observations

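In this part, the tests of explanations, the comparison of Cebpa with genes of like level and the counts of cells in cluster G were chosen only after the results were seen. Values are those of the 2 libraries, named by barcode suffix, whose conditions are not known. With 1 library each, the differences have no replicate check, and intervals cover counting error only. Ratios are log2 ratios of suffix 2 over suffix 1.

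Fbxw11, the overexpressed gene (ENSMUSG00000020271, chromosome 11, 32642724 to 32746816), had 14.4 CPM in suffix 1 (95% interval 13.8 to 15.0) and 14.3 CPM in suffix 2 (13.8 to 14.9), a ratio of −0.0074 (−0.087 to 0.072). The level of Fbxw11 thus does not tell the libraries apart. The paper verified the overexpression in LSK cells by real-time PCR and Western blot, which these counts do not test. A single library deposited under both suffixes is argued against by the median ratio of −0.85 of the interferon-stimulated genes. Transcripts of the vector may not have been counted on the gene, for which the ratio of −0.0074 decides nothing, because the sequence of the vector was not used here. No biological explanation was tested.

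Cebpa had 30.9 CPM in suffix 1 (30.0 to 31.7) and 21.4 CPM in suffix 2 (20.7 to 22.1), a ratio of −0.53. Its ratio was lower than those of all but 0.6% of 500 genes of like level. Another mix of clusters is argued against as the whole cause by −0.43 at the same weight of each cluster. The ratio was −0.50 on thinned cells, which cannot decide on depth, because random thinning keeps the expected share of each gene in a cell. The condition of the cells and the handling of the library stay open and were not tested. The ratio was −0.11 for Myc (−0.16 to −0.069), 0.096 for Arid5b (0.024 to 0.17), 0.30 for Apoe (0.12 to 0.48), −0.16 for Ms4a3 and 0.080 for Chd3. Apart from the interferon-stimulated genes, the rule for naming genes picked Bex4 (0.54), Gem (0.44), Cd74 (0.44), Ltb (0.39) and Smim6 (0.36) as the 5 largest ratios. These ratios are over all cells and are not given at the same weight of each cluster. Within clusters A to E, Cd74 had 0.070 (−0.078 to 0.22), 0.15, 0.19, 0.38 and 0.58. Cluster F held 4807 of the 12270 UMIs of Cd74 in suffix 1 and 9500 of 18433 in suffix 2.

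Genes that the paper measured by real-time PCR in other LSK cells had ratios of −0.16 for Hoxa5, −0.13 for Ccnd3, 0.25 for Cdkn1c, −0.33 for Csf1r, −0.25 for Csf2ra, −0.31 for Csf2rb and −0.083 for Runx1. The paper states that Csf1r, Csf2r and Runx1 were higher, and Cebpa and Myc lower, with Fbxw11 overexpression. In these libraries, Csf1r, Csf2ra, Csf2rb and Runx1 went the same way as Cebpa and Myc. Pou5f1 had 0 UMIs in suffix 1, which allows up to 0.0218 CPM (exact interval), and 5 UMIs in suffix 2. Hoxb13, Sox2 and Havcr1 (Tim1 in the paper) are absent from the matrix, in which each gene has a UMI in at least 4 cells. No ratio could therefore be set beside the decrease of these genes that the paper reports by real-time PCR.

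Of the gene lists, those for granulocyte-monocyte progenitors (median ratio −0.32, 14 of 14 genes lower in suffix 2) and for clusters 3 and 4 of the paper (−0.26, 6 of 6 lower) were below each of 10000 random lists matched on mean expression. The 2 lists share genes. The lists for clusters 0 and 1 of the paper had medians of 0.17 (10 of 10 genes higher) and 0.19 (7 of 10 higher), at the 100th percentile. The median was 0.013 for the list of cluster 2, 0.096 for the HSC list, 0.14 for the lymphoid progenitor list, 0.0051 for the megakaryocyte list, 0.11 for the mast cell and basophil list and −0.045 for the erythroid list. In the same order, their percentiles among the random lists were 49.15, 99.75, 98.87, 68.04, 99.59 and 34.18. At the same weight of each cluster, most of these medians moved toward 0, which is consistent with a part of them coming from the shares of cells per cluster, since the granulocyte-monocyte progenitor list went to −0.087. Clusters D and E, with the highest levels of that list, were 17.9% and 15.4% of suffix 1 (intervals 16.9% to 19.0% and 14.4% to 16.4%) and 13.5% and 12.9% of suffix 2 (12.7% to 14.3% and 12.1% to 13.7%). Clusters A and C were 21.2% and 16.7% of suffix 1 and 24.6% and 21.2% of suffix 2. Clusters B, F, G and H were 23.3%, 1.85%, 2.05% and 1.52% of suffix 1 and 21.5%, 2.52%, 1.79% and 1.98% of suffix 2. On thinned cells, 38.8% of suffix 1 (37.4% to 40.1%) and 43.5% of suffix 2 (42.3% to 44.7%) scored as G2M phase, 36.2% and 35.0% as S phase, and 25.0% and 21.5% as G1 phase.

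Cluster G held genes of the mast cell and basophil list and of the megakaryocyte list, and 5 of the 7 erythroid genes were also highest there. Doublets of a mast cell or basophil with a megakaryocyte are argued against as the whole cause, since 174 of its 241 cells reached 10 UMIs per 10000 for 1 of these lists alone, 124 for the megakaryocyte list and 50 for the other, and 7 cells reached it for both. For the 60 cells that reached neither limit this decides nothing. Cells of 1 list alone may have been joined into a cluster because they differ from the large clusters in the same principal components. In 4 of the 12 alternative clusterings (resolution 0.2, the suffix regressed out, without the cells marked by Scrublet and without the highest doublet scores), 44 to 46 cells with 11432 to 11745 CPM of the mast cell and basophil list without Gata2 stood alone, and 185 to 194 other cells of cluster G joined a larger cluster. Gata2 is also in the HSC list, and the study shows several of the mast cell and basophil genes for its cluster 6. No biological explanation was tested.

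Cluster H had few UMIs per cell, with a median of 2672.5, and 6 mitochondrial genes among its 10 leading genes. The median share of mitochondrial UMIs per cell was 3.42% in cluster H. In the other clusters it was between 1.75%, in cluster G, and 2.22%, in cluster B. Damaged cells may give these values, but so might droplets with little RNA. Neither the 6 genes nor the share decides between them, which keeps the explanation open. No cell of cluster H was deep enough for thinning.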
